# Expression of alternatively spliced variants of the Dclk1 gene is regulated by psychotropic drugs

**DOI:** 10.1186/s12868-018-0458-4

**Published:** 2018-09-12

**Authors:** Magdalena Zygmunt, Dżesika Hoinkis, Jacek Hajto, Marcin Piechota, Bożena Skupień-Rabian, Urszula Jankowska, Sylwia Kędracka-Krok, Jan Rodriguez Parkitna, Michał Korostyński

**Keywords:** Dclk1, Alternative transcription, Psychotropic drugs, Nucleus accumbens, Prefrontal cortex

## Abstract

**Background:**

The long-term effects of psychotropic drugs are associated with the reversal of disease-related alterations through the reorganization and normalization of neuronal connections. Molecular factors that trigger drug-induced brain plasticity remain only partly understood. Doublecortin-like kinase 1 (*Dclk1*) possesses microtubule-polymerizing activity during synaptic plasticity and neurogenesis. However, the *Dclk1* gene shows a complex profile of transcriptional regulation, with two alternative promoters and exon splicing patterns that suggest the expression of multiple isoforms with different kinase activities.

**Results:**

Here, we applied next-generation sequencing to analyze changes in the expression of *Dclk1* gene isoforms in the brain in response to several psychoactive drugs with diverse pharmacological mechanisms of action. We used bioinformatics tools to define the range and levels of *Dclk1* transcriptional regulation in the mouse nucleus accumbens and prefrontal cortex. We also sought to investigate the presence of DCLK1-derived peptides using mass spectrometry. We detected 15 transcripts expressed from the *Dclk1* locus (FPKM > 1), including 2 drug-regulated variants (fold change > 2). Drugs that act on serotonin receptors (5-HT2A/C) regulate a subset of *Dclk1* isoforms in a brain-region-specific manner. The strongest influence was observed for the mianserin-induced expression of an isoform with intron retention. The drug-activated expression of novel alternative *Dclk1* isoforms was validated using qPCR. The drug-regulated isoform contains genetic variants of DCLK1 that have been previously associated with schizophrenia and hyperactivity disorder in humans. We identified a short peptide that might originate from the novel DCLK1 protein product. Moreover, protein domains encoded by the regulated variant indicate their potential involvement in the negative regulation of the canonical DCLK1 protein.

**Conclusions:**

In summary, we identified novel isoforms of the neuroplasticity-related gene *Dclk1* that are expressed in the brain in response to psychotropic drug treatments.

**Electronic supplementary material:**

The online version of this article (10.1186/s12868-018-0458-4) contains supplementary material, which is available to authorized users.

## Background

Psychiatric disorders are associated with complex patterns of abnormal neuronal activity and maladaptive plasticity [1]. Treatment with psychotropic drugs aims to restore the normal function of the affected circuits; long-term therapeutic benefits may depend on the ability of drugs to restore normal plasticity. Consistent with this notion, commonly used psychotropic drugs robustly induce molecular effects on the brain associated with neuroplastic alterations [2, 3].

The dynamic process of cytoskeletal reorganization is one of the key components of brain plasticity [4]. Based on findings from rodent studies, the canonical *Dclk1* transcript encodes a protein that mediates microtubule polymerization and is involved in neurogenesis and neuronal plasticity by regulating dendritic outgrowth and synapse formation [5]. This gene is widely expressed in the nervous system and has been reported to show persistent expression in adult neurons [6]. Moreover, genetic variants of *DCLK1* are associated with psychiatric disorders in humans [7, 8]. These observations suggest a potential role for *Dclk1* in the formation of drug-inducible changes in the brain.

The *Dclk1* gene consists of 20 exons that undergo alternative splicing, resulting in several known variants [6, 9, 10]. Previously identified *Dclk1* transcripts include both mRNAs coding for distinct proteins and noncoding, regulatory RNAs. The multiple isoforms of this gene are differentially expressed and have different kinase activities [6, 11]. The isoforms are classified into four groups expressed from the following two distinct promoters: the full-length variant (containing both DCX and kinase domains), a kinase-lacking isoform (DCL), a doublecortin-lacking isoform (CPG16) and the CaMK-related peptide (CARP/Ania-4) lacking both DCX and kinase domains. The mechanism involved in transcriptional regulation of the diverse alternatively spliced variants of *Dclk1* remains elusive. The importance of the expression of alternatively spliced gene products from a single gene locus in brain physiology and disease progression has been reported [10, 12]. Therefore, acquiring gene expression profiles from all gene variants is a necessary first step in understanding the specific functions of proteins and identification of disease-relevant isoforms.

Here, we investigate drug-induced alternative transcription from the *Dclk1* locus. We used next-generation sequencing to map all transcripts of the *Dclk1* gene, both currently annotated in the mouse genome as well as putative novel RNAs. We found that the gene expression patterns are both drug- and brain-region-specific. Moreover, we identified a new *Dclk1* variant that is specifically regulated by psychotropic drugs acting on the serotonin system.

## Materials and methods

### Animals

Adult male (8–10 weeks old) C57BL/6N mice (Charles River Laboratories, Wilmington, Massachusetts, USA) were housed in Plexiglas cages (Type II L, 2–5 animals per cage) containing Aspen Laboratory bedding (MIDI LTE E-002, Abedd) in a conventional facility on a 12 h light/dark cycle with ad libitum access to water and chow (RM1 A (P), Special Diets Services) and an ambient temperature of 22 ± 2 °C. All the experiments were conducted in accordance with the European Union guidelines for the care and use of laboratory animals (2010/63/EU). Experimental protocols were reviewed and approved by the 2nd Local Institutional Animal Care and Use Committee (IACUC), Institute of Pharmacology Polish Academy of Sciences in Kraków (permit number: 1156/2015).

### Drug treatment

Mice received a single intraperitoneal injection (vol. 10 ml/kg) of haloperidol (1 mg/kg), risperidone (0.5 mg/kg), methamphetamine (2 mg/kg), venlafaxine (16 mg/kg), mianserin (20 mg/kg) or ketamine (20 mg/kg) dissolved in saline, or saline with a drop of 0.1 M HCl in the case of haloperidol and risperidone. Regarding peptide analyses, mice were injected with mianserin (20 mg/kg) daily over 5 days. All animals were decapitated 2 h after treatment, and brains were then extracted and dissected with needles under a binocular. Drug doses that produce robust and comparable gene expression alterations were selected based on our previous experience [2, 3, 13]. Doses were selected to provide a reasonable comparison of the effects of each drug on the molecular level. All of the drugs were shown to cross the blood–brain barrier [14] and accumulate in the brain within minutes of administration [15–18].

### Tissue collection and RNA isolation

Tissue extraction was performed as described previously [3, 13]. Briefly, whole brains were incubated in RNAlater reagent (Ambion) overnight and then coronally sectioned into 125 μm slices using a Vibratome (Leica). The prefrontal cortex (PFCx) and nucleus accumbens (NAc) were dissected with needles under a binocular microscope with a Paxinos atlas as a Ref. [19]. The cingulate, prelimbic, infralimbic and part of the dorsal peduncular cortex were collected from the area approximately + 1.90 to + 1.15 mm from the bregma. The shapes of the corpus callosum and anterior commissure were used to assess the distance from the bregma. Tissue samples were placed in RNAlater reagent and preserved at − 70 °C. The samples were homogenized in 1 ml of TRIzol reagent (Invitrogen, Carlsbad, CA, USA). RNA was isolated according to the manufacturer’s protocol and was further purified using the RNeasy Mini Kit (Qiagen Inc.). The RNA quality was determined using an Agilent 2100 Bioanalyzer (Agilent, Palo Alto, CA, USA).

### Microarray data analysis

In this study, we reanalyzed our previously published microarray data for striatal gene expression profiles produced by 18 major psychoactive drugs at 1, 2, 4 and 8 h after acute administration (Please see: [2] for details). Briefly, the analysis and quality control of 324 microarrays were performed using the BeadArray R package v1.10.0. After background subtraction, data were normalized using quantile normalization and then log_2_-transformed. The results were standardized to reduce the effects of hybridization batches using z-score transformation. Genes2mind was used to visualize the results (http://genes2mind.org) [20].

### Whole-transcriptome sequencing

The procedure was performed as described previously [3, 13]. Total RNA (1 μg) was ribo-depleted using the RiboMinus Eukaryote Kit v2 (Ambion). rRNA-depleted RNA was used to prepare the RNA-seq library generated using the Ion Total RNA-seq Kit v2. Templates were prepared using emulsion PCR (ePCR) with the Ion OneTouch™ 2 Instrument and the Ion PI™ Template OT2 200 Kit v3. Sequencing was performed using an Ion PI™ Sequencing 200 Kit v3 and the Ion PI™ Chip v2 (Life Technologies). The template-positive ion sphere particles (ISPs) were loaded onto an Ion PITM Chip v2 and sequenced (single end reads > 100 bp).

### NGS data analysis

The quality of the NGS data was assessed using FastQC. The RNA-seq reads were aligned using TopHat 2.0.1 followed by Tmap 3.0.2. The transcript FPKM (Fragments Per Kilobase of transcript per Million fragments mapped) levels were quantified using Cufflinks v2.2.1 and GTF from the Ensembl gene database. Statistical significance was tested using ANOVA on log_2_(1 + x) values [3]. The false discovery rate (FDR) was estimated using the Benjamini–Hochberg method. All statistical analyses were performed using R software v3.3.1. Transcript annotation and classification were performed using the BioMart interface to the Ensembl database. Identification of transcription factor binding sites in the promoter regions corresponding to the identified transcripts was performed using the seqinspector (seqinspector.cremag.org) [20]. The data stored in seqinspector included ENCODE ChIP-seq tracks and data deposited in the Gene Expression Omnibus (GEO).

### Variant identification

Initial analysis of transcripts from the *Dclk1* locus was based on GRCm38.p5/mm10, which lists 15 variants. A new variant was identified in the mouse NAc after mianserin treatment using Cufflinks. The new transcript was selected based on the abundance level (FPKM) calculated by Cufflinks; selection criteria were F (min-isoform-fraction) = 0.005 and j (pre-mRNA-fraction) = 0.15. The depth parameter for each nucleotide of the *Dclk1* transcript was computed using Samtools depth v0.1.19. The abundance levels for intron regions were calculated as the median read coverage of the intron.

### Quantitative PCR

Reverse transcription was performed with the Omniscript Reverse Transcriptase (Qiagen Inc.). qPCR was performed using TaqMan Gene Expression Assays (“probe 1”: Mm00444950_m1—exons 4–5 of *Dclk1*; “probe 2”: Mm01545304_m1—exons 6–7 of *Dcl*; “probe 5”: Mm01512375_m1—exons 13–14 of *Cpg16*; “probe 3”: custom designed for 5′ intron 6 of *Dclk1* using Custom TaqMan Assay Design Tool, assay ID: AJ20T2J, “probe 4”: custom designed for 3′ intron 6 of *Dclk1*, assay ID: AI0IY5 V). The reactions were run on the CFX96 Real-Time system (Bio-Rad). Each template was generated from an individual animal. Expression of the hypoxanthine–guanine phosphoribosyltransferase 1 (*Hprt1*) transcript was used to control for variations in cDNA concentrations. The abundance of each RNA was calculated as 2^−(threshold cycle)^. The data were analyzed using one-way analysis of variance (ANOVA) followed by Tukey’s HSD.

### Protein isolation

For the proteomics assessment, NAc samples were collected after 5 days of mianserin treatment. Immediately after removal, the tissue was homogenized in 1% SDS using the Rotor Stator Homogenizer (IKA^®^-Werke, Staufen, Germany) and cleared by centrifugation (16,000*g* for 3 min). The protein concentration in the supernatant was determined using the BCA Protein Assay Kit (Sigma-Aldrich). Samples containing 50 μg of protein were heated in Laemmli 6 × loading buffer for 5 min at 95 °C and resolved by sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE; 18% Criterion™ TGX™ Precast Gels, Bio-Rad). After electrophoresis, the gel was transferred to 40% methanol/20% acetic acid and stained with Coomassie brilliant blue R250 overnight. Bands corresponding to the < 10 kD fraction of peptides according to the Polypeptide 1.4–26.6 kD SDS-PAGE Standard (Bio-Rad, #1610326) were excised from the gel.

### LC–MS/MS analysis

The procedure is based on a previously reported protocol [21]. First, we injected the heavy-labeled peptide for shotgun LC–MS/MS analysis at 1 pmol. Peptide retention time was determined and a spectral library was constructed in Skyline software version 3.7. Then, the peptide was measured using the scheduled parallel reaction monitoring (PRM) mode. At 10 fmol per injection no contamination with light counterparts was observed.

The gel band was alternately washed with 25% acetonitrile (ACN)/25 mM (NH_4_)HCO_3_ (ABC) and 50% ACN/25 mM ABC, dehydrated with 100% ACN and then air dried. Then, the band was re-swelled in 25 mM ABC containing endoproteinase LysC (Promega) and digested overnight at 37 °C. The reaction was stopped by addition of CF_3_COOH (TFA), and peptides were collected, vacuum dried and resuspended in the solution containing heavy-labeled peptide.

The samples were analyzed using a Q-Exactive mass spectrometer (Thermo Scientific) coupled with nano-HPLC (UltiMate 3000 RSLCnano System, Thermo Scientific). Peptides were loaded onto a trap column (AcclaimPepMap100 C18, Thermo Scientific; ID 75 μm, length 20 mm, particle size 3 μm, pore size 100 Å) in 2% ACN/0.05% TFA at a flow rate of 5 μl/min and then separated on an analytical column (AcclaimPepMapRLSC C18, Thermo Scientific; ID 75 μm, length 500 mm, particle size 2 μm, pore size 100 Å) using a 30 min gradient of ACN from 2 to 40% in the presence of 0.05% formic acid at a flow rate of 300 nl/min. A digital PicoView 550 ion source (New Objective) was used for ionization. Labeled peptide and its light counterpart were isolated in scheduled PRM with a 2 m/z window and fragmented with a normalized collision energy of 25. Resulting ions were collected with a maximum injection time of 500 ms and an automatic gain control (AGC) target value of 2.0 × 10^4^. Measurements were collected at a resolution of 140,000. Data were analyzed using Skyline software (version 3.7). The signal corresponding to the SPSPSPTSPGSLRK peptide was verified by confirming its coelution with the heavy-labeled counterpart and by comparing the fragment ion area ratios in peptide pairs.

## Results

### Changes in *Dclk1* expression in response to psychotropic drugs

First, we reexamined the expression of alternatively spliced transcripts from the *Dclk1* locus based on the previously reported dataset describing the effects of various psychotropic drugs on the mouse striatum [2]. The results of the analysis are shown in Fig. 1. Panel A shows a schematic representation of the main transcripts of the mouse *Dclk1* gene based on the NCBI37/mm9 mouse genome release. Regions corresponding to probes from the MouseWG-6 v2 BeadChip are marked with blue or red symbols. Probes correspond to nonoverlapping transcripts and neither detected the full-length canonical *Dclk1* transcript. As shown in the reanalysis of the array data presented in panel B, levels of transcripts detected by the probes were differentially affected by treatments with psychotropic drugs.

**Fig. 1:**
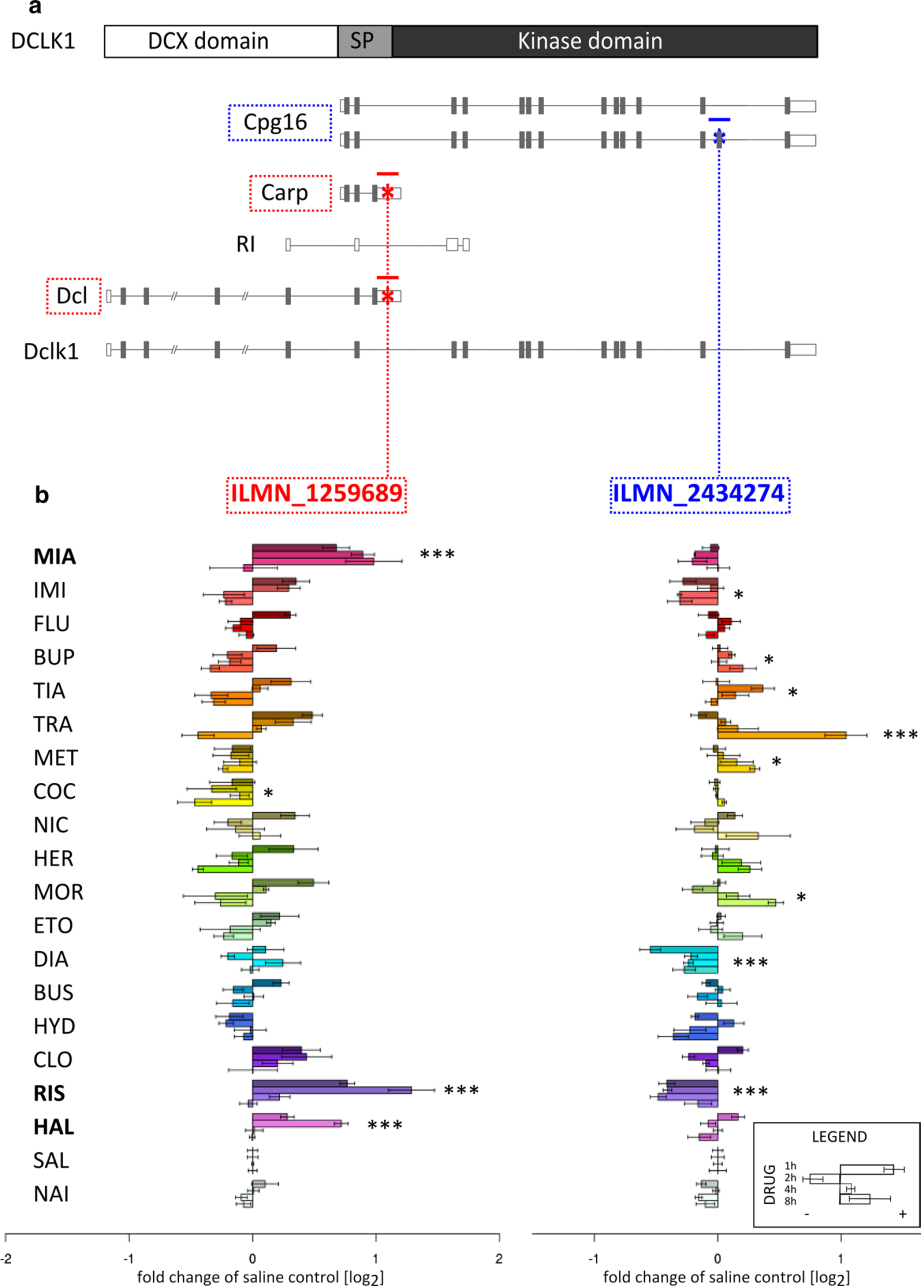
Schematic representation of the *Dclk1* gene and psychotropic drug treatment-mediated regulation of its expression. **a** Main transcripts of the *Dclk1* locus: two Cpg16 variants (ENSMUST00000198437, ENSMUST00000070418), Carp (ENSMUST00000199585), intron-retained isoform (RI, ENSMUST00000198757), Dcl (ENSMUST00000167204) and Dclk1 (ENSMUST00000054237). The positions of the microarray probes are indicated by the stars. The schematic was generated based on information in the Ensembl database and available literature [6, 26]. The functional protein domains are boxed (SP is the serine/proline-rich domain). **b** Results from the microarray gene expression analysis are presented as time courses (1, 2, 4 and 8 h) of fold changes in expression compared to levels observed in saline-treated controls (as described in the legend). The measurements from two microarray probes are presented. The left side of the figure shows *Dclk1* levels based on the ILMN_1259689 probe, whereas the right side corresponds to ILMN_2434274. The list of analyzed drugs include mianserin (MIA), imipramine (IMI), fluoxetine (FLU), bupropion (BUP), tianeptine (TIA), tranylcypromine (TRA), methamphetamine (MET), cocaine (COC), nicotine (NIC), heroin (HER), morphine (MOR), ethanol (ETO), diazepam (DIA), buspirone (BUS), hydroxyzine (HYD), clozapine (CLO), risperidone (RIS), haloperidol (HAL), saline (SAL), and naive (NAI) control. *P < 0.01, **P < 0.001, ***P < 0.0001, one-way ANOVA of the drug factor

The mRNA levels measured using the first microarray probe (ILMN_1259689, presented as a red star in Fig. 1; drug *P* value = 4.14 × 10^−16^, time P-value = 9.9 × 10^−15^, interaction P-value = 4.2 × 10^−5^) indicated increased expression after the administration of mianserin (1, 2 and 4 h after the injection), risperidone (1 and 2 h) and, to a lesser extent, haloperidol (2 h) treatments (Fig. 1b). The second probe (ILMN_2434274, blue star; drug P-value = 4.68 × 10^−16^, time P-value = 1.2 × 10^−4^, interaction P-value = 2.5 × 10^−7^) revealed a different pattern of regulation, with an increase in mRNA abundance levels 8 h after the tranylcypromine treatment. Analysis of the array profiling results showed isoform-specific regulation of *Dclk1* expression by psychotropic drugs. However, the interpretation was also confounded by ambiguous detection of the *Dclk1* transcripts.

### Transcriptome profiling of the effects of psychotropic drugs using RNA sequencing

We used next-generation sequencing to comprehensively examine drug-induced *Dclk1* gene expression at the level of specific transcriptional units. 

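RNA from the NAc and PFCx of mice was sequenced as 64 separate libraries, 32 from each tissue, collected 2 h after an intraperitoneal injection. Each of the 6 drugs is represented by 4 libraries per tissue and saline by 8. The doses were 1 mg/kg of haloperidol, 0.5 mg/kg of risperidone, 20 mg/kg of mianserin, 16 mg/kg of venlafaxine, 2 mg/kg of methamphetamine and 20 mg/kg of ketamine. The paper counts venlafaxine and mianserin as antidepressants and haloperidol and risperidone as antipsychotics. The labels divide the saline libraries into a set I and a set II of 4 libraries per tissue, and all 8 of a tissue served as the control. Computed over the 8 saline libraries of the NAc, and over all 32 libraries of each tissue, the mean FPKM of the 15 Dclk1 transcripts differed from the means in Additional file 4 by at most 0.000441%. The replicate numbers of the libraries are taken from the labels. Deviations from the group means had a mean r of 0.042 in the NAc and 0.067 in the PFCx between libraries with the same number, against -0.014 and -0.022 between libraries with different numbers. Between pairs with the same number within sample set I, that of saline set I, the mean r was 0.106 in the NAc and 0.199 in the PFCx, against -0.035 and -0.064 for different numbers. Within sample set II it was 0.05 and 0.09, against -0.017 and -0.03.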

Sequencing was performed on ribo-depleted RNA samples derived from the mouse nucleus accumbens septi (NAc) and prefrontal cortex (PFCx) 2 h after treatment with antidepressants (venlafaxine and mianserin), antipsychotics (haloperidol and risperidone), a psychostimulant (methamphetamine) or a psychotomimetic (ketamine).

We measured normalized transcript abundance levels (FPKM) for all transcripts annotated in the GRCm38.p5 genome release using the Cufflinks package. 

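The authors estimated an FPKM value and a read coverage for each annotated transcript in every library with Cufflinks, which divides the reads shared by overlapping isoforms between them by likelihood, so that the values of the isoforms of one gene depend on each other. The tables hold no read counts. The ratio of coverage to FPKM over transcripts of at least 2000 bases with an FPKM of at least 5 gives the aligned bases behind a library, which ranged from 1.55 to 3.29 gigabases with a median of 2.42. The NAc median was 2.42 gigabases for haloperidol, 2.65 for risperidone, 2.47 for mianserin, 2.65 for venlafaxine, 2.42 for methamphetamine, 2.35 for ketamine and 2.48 for saline. The PFCx median was 2.12 gigabases for haloperidol, 2.48 for risperidone, 2.33 for mianserin, 2.23 for venlafaxine, 2.32 for methamphetamine, 2.16 for ketamine and 2.08 for saline.
The libraries fall into 2 sample sets. In the NAc, the 16 libraries of saline set I, haloperidol, risperidone and methamphetamine list between 85287 and 87827 transcripts with an FPKM above 0, and the 16 libraries of saline set II, mianserin, venlafaxine and ketamine list between 107099 and 110556. For the PFCx the number lies between 108556 and 110852 in all 32 libraries. The first principal component of log2(FPKM + 1) separates the same sample sets without overlap in both tissues, with 24.5% of the variance of 25280 transcripts in the NAc and 27.1% of the variance of 26082 transcripts in the PFCx. This division was read from the tables, apart from the labels of the saline sets. The paper states that haloperidol and risperidone, both in sample set I, were given in saline with a drop of HCl, and an effect of the vehicle was not tested. For methamphetamine, also in sample set I, the paper names saline without HCl. Since every drug lies in only 1 sample set, each drug was also compared with the 4 saline libraries of its own sample set, a comparison chosen after seeing the data.
Tests used log2(FPKM + 1), which understates the change of low transcripts, over the transcripts with a mean FPKM of at least 0.1 in either tissue. Lists of transcripts came from limma with Benjamini-Hochberg adjustment, and single transcripts were tested with a two-sided exact permutation test over all 495 splits of 4 drug and 8 saline libraries, whose smallest p is 0.00202. With 4 libraries against the 4 of a single saline set there are 70 splits and the smallest exact p is 0.0286.

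**Figure D1:**
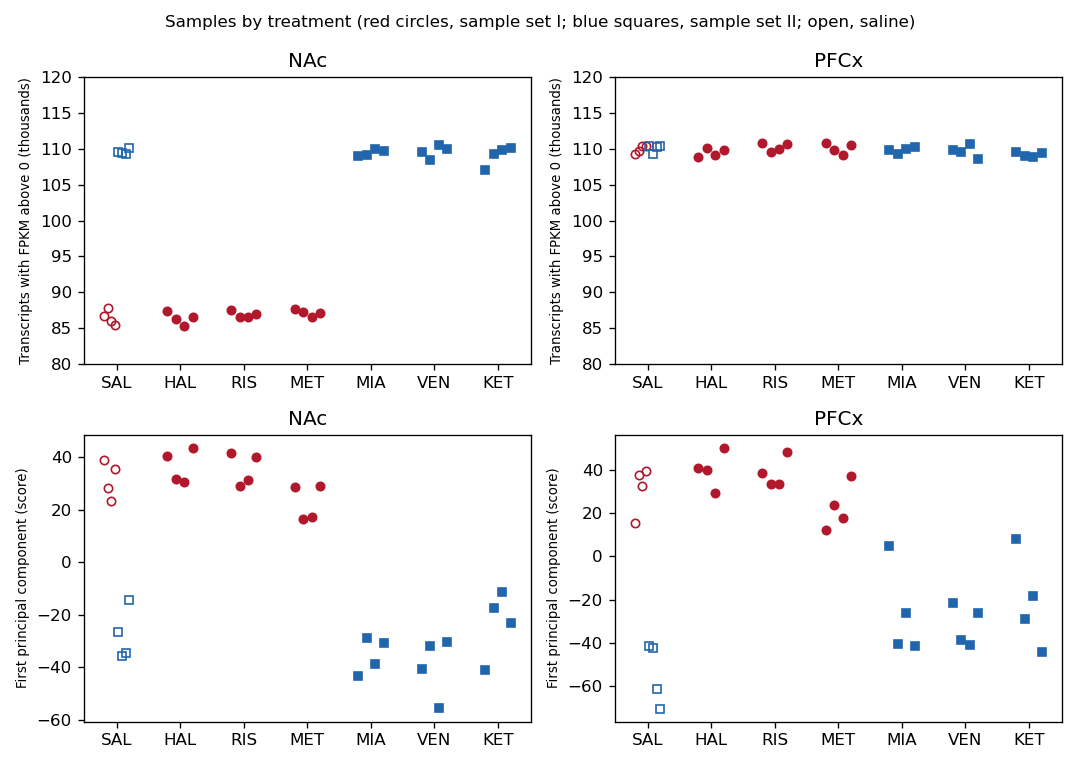
Number of transcripts with an FPKM above 0 (upper panels, axis not from 0) and score on the first principal component (lower panels) of each library, by treatment, in the NAc and PFCx. Red circles mark sample set I, blue squares sample set II and open symbols saline. In the NAc the 16 libraries of sample set I lie at or under 87827 transcripts and the 16 of sample set II at or above 107099.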

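With a mean FPKM of at least 0.1 over the 32 NAc or the 32 PFCx libraries, 86331 transcripts of 35993 genes were detected. The NAc alone gave 71879 transcripts of 27580 genes and the PFCx alone 84728 transcripts of 35766 genes. The choice that moved the number most was the smallest mean FPKM, since a mean of at least 1 left 28524 transcripts of 14590 genes. An FPKM above 0 in any library was found for 112699 transcripts of 46772 genes.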

A total of 110,327 different transcripts corresponding to 45,935 annotated genes were detected in the PFCx or NAc at the threshold of a mean FPKM ≥ 0.1.

The overall differences in drug-induced gene expression between the NAc and PFCx were assessed using a one-way ANOVA for drug factor performed separately in each tissue. 

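The effect of the drugs was tested within each tissue with limma's moderated F statistic over the 6 differences between a drug and saline, with Benjamini-Hochberg adjustment over the 86331 detected transcripts. At an adjusted p under 0.0001, 104 transcripts were regulated in the NAc and 29 in the PFCx. Of these, 15 passed in both tissues, 89 only in the NAc and 14 only in the PFCx. The saline libraries moved these numbers most. With saline set I as the only control the test called 1154 transcripts in the NAc and 337 in the PFCx, and with saline set II 954 and 597. With each drug compared with the saline set of its own sample set, 110 transcripts passed in the NAc, of which 45 were among the 104, and 25 in the PFCx, of which 20 were among the 29. With the replicate number as a block the numbers were 76 in the NAc and 27 in the PFCx.
The lowest adjusted p in the NAc belonged to Nr4a1, Fosb and Fosl2, each of which changed most after haloperidol. The FPKM of Nr4a1 (ENSMUST00000023779, chromosome 15 of GRCm38, 101266846 to 101274792) was 12.5 ± 0.73 (SD, n = 4) after haloperidol and 3.52 ± 0.729 (SD, n = 8) after saline, with an adjusted p of 1.54e-12 from limma. For Fosl2 (ENSMUST00000031017, chromosome 5, 32135801 to 32157842) it was 5.23 ± 0.54 (SD, n = 4) and 2.00 ± 0.183 (SD, n = 8), with an adjusted p of 9.6e-11 from limma. In the PFCx the lowest adjusted p belonged to Dusp5, Dusp6 and Srsf5, each of which changed most after mianserin. Dusp5 (ENSMUST00000038287, chromosome 19, 53529109 to 53542431) reached an FPKM of 2.37 ± 0.336 (SD, n = 4) against 0.832 ± 0.099 (SD, n = 8) in saline, and its adjusted p from limma was 1.04e-08. Dusp6 (ENSMUST00000020118, chromosome 10, 99263231 to 99267488) rose to 13.1 ± 0.635 (SD, n = 4) from 7.19 ± 0.505 (SD, n = 8), with an adjusted p from limma of 7.43e-08. The Srsf5 transcript ENSMUST00000153056 (chromosome 12, 80945532 to 80950503) fell to 5.21 ± 0.946 (SD, n = 4) from 11.6 ± 1.2 (SD, n = 8), with an adjusted p from limma of 1.48e-07. By the rule for naming these 6 transcripts, all 4 drug libraries lie outside the range of the 8 saline libraries.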

We found 90 transcripts regulated by the treatment only in the NAc and 246 transcripts altered in the PFC (at FDR < 0.0001). The examples of regulated genes are *Map6* and *Cdkn1a* in the NAc, and *Bhlhe40* and *Fkbp5* in the PFC. 

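The NAc FPKM of Map6 (ENSMUST00000127492, chromosome 7, 99267489 to 99320352) was lowest after mianserin, at 1.69 ± 0.121 (SD, n = 4) against 2.92 ± 0.41 (SD, n = 8) after saline. The adjusted p of its drug effect from limma was 1.53e-05 in the NAc and 0.246 in the PFCx, and that of the difference between the tissues was 0.0253. Cdkn1a (ENSMUST00000023829, chromosome 17, 29093772 to 29100722) was highest in the NAc after haloperidol, at 3.77 ± 0.489 (SD, n = 4) against 2.16 ± 0.325 (SD, n = 8). Its adjusted p from limma was 2.81e-05 in the NAc, 0.00383 in the PFCx and 0.406 for the difference between the tissues. With each drug compared with the saline set of its own sample set, the NAc value was 0.000365 for Map6 and 0.000115 for Cdkn1a. Both lie above the threshold of 0.0001, and the Map6 difference between the tissues then had an adjusted p of 0.193 (limma).
In the PFCx, Bhlhe40 (ENSMUST00000032194, chromosome 6, 108660629 to 108666925) was highest after methamphetamine, at 23.3 ± 0.506 (SD, n = 4) against 16.0 ± 1.49 (SD, n = 8) after saline. Fkbp5 (ENSMUST00000079413, chromosome 17, 28399095 to 28486149) was highest after risperidone, at 5.01 ± 0.29 (SD, n = 4) against 2.42 ± 0.494 (SD, n = 8). The adjusted p from limma in the PFCx was 0.000393 for both, above the threshold of 0.0001, and in the NAc it was 0.000491 for Bhlhe40 and 0.000279 for Fkbp5. The difference of the drug effect between the tissues had an adjusted p from limma of 0.141 for Bhlhe40 and 0.647 for Fkbp5. All 4 changes separated the drug libraries from the 8 saline libraries (exact permutation test, p = 0.00202 for each).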

We also identified 26 transcripts regulated in both the analyzed tissues above the threshold, including *Homer1*, *Sgk1* and *Fosb* (Additional file 1: Figure S1).

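Fosb (ENSMUST00000003640, chromosome 7, 19302721 to 19310045) had an FPKM of 6.53 ± 0.389 (SD, n = 4) after haloperidol and 1.10 ± 0.196 (SD, n = 8) after saline in the NAc. Its PFCx values were 3.58 ± 0.572 (SD, n = 4) and 1.76 ± 0.266 (SD, n = 8). The adjusted p of the drug effect from limma was 1.54e-12 in the NAc and 0.000259 in the PFCx. Homer1 (ENSMUST00000102752, chromosome 13, 93304495 to 93360462) reached 13.4 ± 1.14 (SD, n = 4) after haloperidol in the NAc, against 5.91 ± 0.489 (SD, n = 8) in saline, and 16.8 ± 2.75 (SD, n = 4) after methamphetamine in the PFCx, against 8.63 ± 1.7 (SD, n = 8). Its adjusted p from limma was 3.62e-10 in the NAc and 0.000212 in the PFCx. Sgk1 (ENSMUST00000020145, chromosome 10, 21994666 to 21999903) was highest after mianserin in both tissues, at 18.2 ± 3.6 (SD, n = 4) against 1.77 ± 0.718 (SD, n = 8) in the NAc and 11.6 ± 1.07 (SD, n = 4) against 2.92 ± 1.7 (SD, n = 8) in the PFCx. Its adjusted p from limma was 3.2e-09 in the NAc and 0.00554 in the PFCx. The PFCx values of these 3 transcripts lie above the threshold of 0.0001. With each drug compared with the saline set of its own sample set, the PFCx adjusted p from limma was 5.12e-06 for Homer1, 0.000388 for Sgk1 and 0.0029 for Fosb.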

Drug-regulated changes in transcript levels were classified by biotypes and alternatively spliced events. 

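A transcript type was found in the GENCODE vM21 annotation for 99.0% of the transcripts in the tables and for all of the regulated ones. Of the 104 transcripts regulated in the NAc, 54 were protein-coding, which is 51.9% (95% Wilson interval 42.4 to 61.3). The share among the other detected transcripts was 44.1%, and the difference was not significant (Fisher's exact test, p = 0.114). Of the 29 transcripts regulated in the PFCx, 20 were protein-coding, which is 69.0% (50.8 to 82.7, Fisher's exact test against the other detected transcripts, p = 0.00827). With each drug compared with the saline set of its own sample set, the share fell to 20.0% in the NAc, under that of the other detected transcripts (Fisher's exact test, p = 1.33e-07), and was 64% in the PFCx (p = 0.0676). Splits of that NAc comparison with permuted labels called up to 61 transcripts (median 0), against 1 without matching. Its fit shares 1 spread between the sample sets, although 4416 transcripts were at 0 in every NAc library of set I. Some of its calls may be false, so the 20.0% does not show a reversal. Among transcripts with a mean FPKM of at least 1, the share was 51.3% of the regulated transcripts and 56.0% of the others in the NAc, and 67.7% and 55.9% in the PFCx.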

Notably, 78% of regulated transcripts in the NAc and 65% of the transcripts in the PFCx encoded proteins, compared with 56% of the transcripts expressed in the NAc or PFCx under basal conditions (Additional file 2: Figure S2). Among the drug-induced alterations, an enrichment of protein-coding variants was observed, although the majority of noncoding, regulated transcripts were classified as intron-retained transcripts.

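Among the 50 noncoding transcripts regulated in the NAc, 15 were annotated as retained introns, which is 30.0%. In the PFCx there were 4 among 9, which is 44.4%. Among the other detected noncoding transcripts the share was 30.8%, and no difference from it was seen (Fisher's exact test, added after seeing the data, p = 1.0 in the NAc and 0.471 in the PFCx). Against the saline set of the same sample set, the share was 20.5% in the NAc, against 30.9% of the others (Fisher's exact test, p = 0.0372), and 33.3% in the PFCx, against 30.8% (p = 1.0). That NAc list may hold false calls, as stated for the protein-coding share. Among transcripts with a mean FPKM of at least 1, the NAc share was 19.2%, against 39.3% (Fisher's exact test, p = 0.000406).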

We used a two-way ANOVA with the drug and tissue as factors to identify drug-regulated changes in transcript levels (arbitrary cutoff at treatment effect FDR < 0.001; Additional file 3: Figure S3). 

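The drug effect across both tissues was tested with limma's moderated F statistic over the 6 differences between a drug and saline, averaged over the tissues, in a model of the 14 groups of drug and tissue. At an adjusted p under 0.001, 2403 of the 86331 detected transcripts were regulated, and all 113 transcripts of Additional file 3 were among them. The other 2290 are not in that list. With each drug compared with the saline set of its own sample set, 498 transcripts passed, of which 439 were among the 2403. Of the 113 transcripts, 106 passed in that comparison as well, and of the 2290 others, 333. The number was highest, at 5073, with saline set II as the only control. With the replicate number as a block it was 2476. The effect of the drugs differed between the tissues, at the same threshold, for 114 transcripts and, with the saline set of the same sample set, for 101. A pseudocount of 0.1 moved this number most, to 596.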

Figure 2 shows the hierarchical clustering of the top 113 transcripts, grouped into four clusters. 

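The 113 transcripts were clustered on z-scores of log2(FPKM + 1) computed within each tissue, with Euclidean distance and complete linkage, a linkage that the paper's text does not name. Dividing the tree into 4 gave clusters of 48, 35, 21 and 9 transcripts. The cluster of 48 held Fosb, Arc, Junb, Homer1, Nfkbia, Bhlhe40, Cdkn1a and Fkbp5, and the cluster of 35 held Clk1, Hes5 and Map6. The cluster of 21 held Sgk1, Neat1 and the intron-retained Dclk1 transcript, and the cluster of 9 held Celf2. With average linkage the clusters had 50, 34, 28 and 1 transcripts. The place of single transcripts depended on the setting. With z-scores over all 64 libraries, and with a pseudocount of 0.1, the Dclk1 transcript fell with Celf2, and Nfkbia fell with Sgk1 and Neat1. The 113 transcripts were chosen for a drug effect in the same libraries that formed the clusters, so counts of changed transcripts per cluster describe the clusters and do not test them.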

Transcripts from the four main branches were examined for overrepresented putative transcription factor binding sites in their promoter regions using seqinspector [20].

**Fig. 2:**
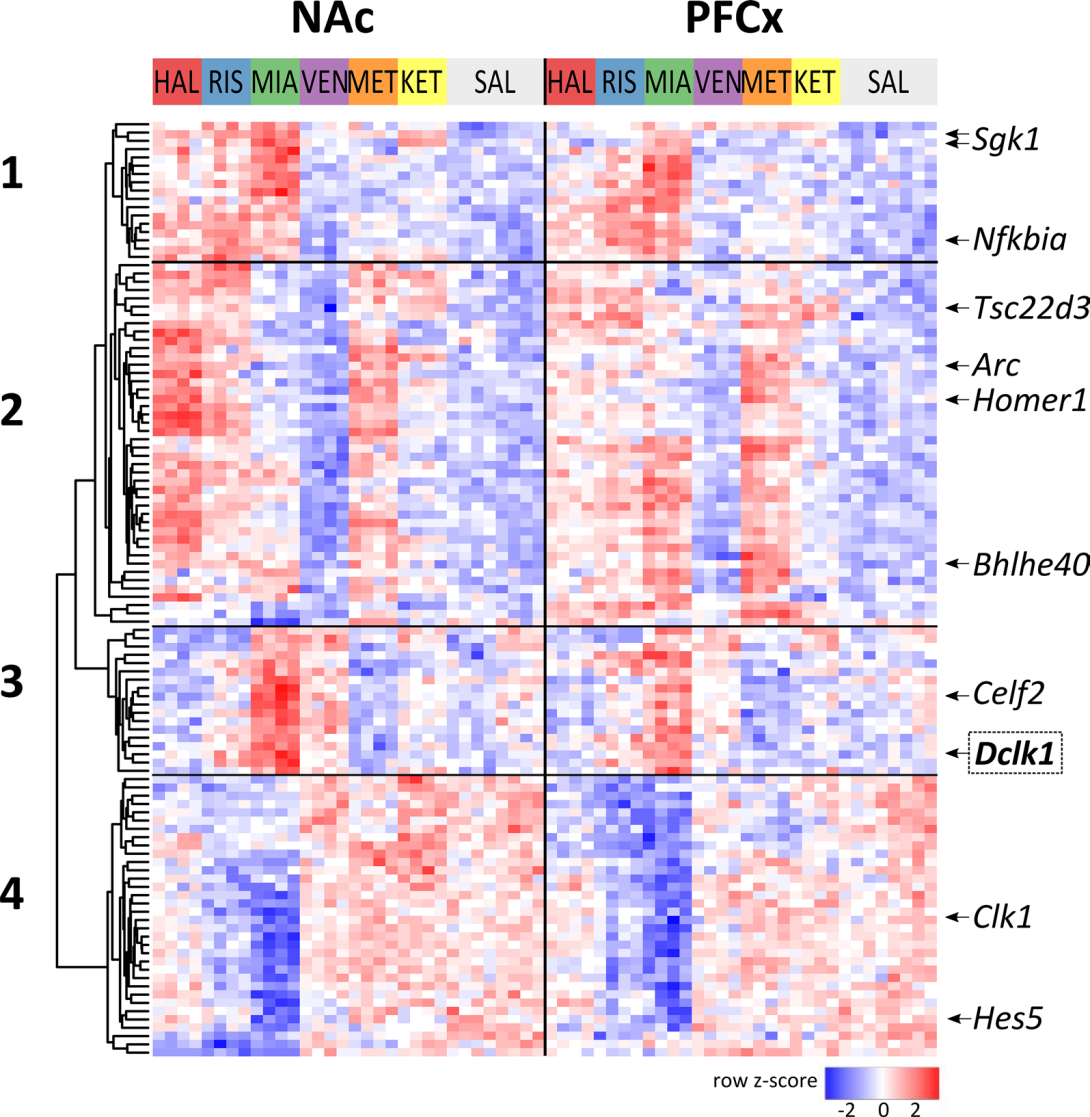
Drug-induced alterations in gene expression in the mouse NAc and PFCx. Hierarchical clustering analysis of drug-induced changes in gene transcript levels. RNA-seq results are shown as a heat map and include 113 transcripts with a genome-wide significance (FDR < 0.001 two-way ANOVA of the treatment factor). Transcriptional events regulated by the drugs are listed in Additional file 3. Colored rectangles represent the transcript abundance 2 h after the injection of the drug indicated above the rectangle (HAL: haloperidol; RIS: risperidone; MIA: mianserin; VEN: venlafaxine; MET: methamphetamine; KET: ketamine and SAL: saline control). Representative genes are presented on the right. The intensity of the color is proportional to the standardized value (z-score between − 2 and 2) of each RNA-seq measurement, as indicated on the bar below the heat map. Clustering was performed using Euclidean distances. Major branches from the clusters of drug-responsive changes are labeled 1–4

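After mianserin, all 21 transcripts of the cluster with Sgk1 and Neat1 were higher than after saline in both tissues (limma, adjusted p under 0.05 over the 113 transcripts). The mean log2 difference on the log2(FPKM + 1) scale was 0.69 in the NAc and 0.60 in the PFCx. Against saline set II alone, which belongs to the same sample set as mianserin, 21 transcripts were higher in the NAc and 20 in the PFCx. Over all 113 transcripts, mianserin induced 56 in the NAc and 67 in the PFCx. Since the cluster was formed from the same libraries, these counts describe it and are not a separate test.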

Transcripts from the first pattern were upregulated by mianserin in both brain regions. Their expression also increased in the NAc in response to risperidone and haloperidol treatments. 

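In the same cluster, risperidone raised 17 of the 21 transcripts in the NAc, with a mean log2 difference of 0.37, and haloperidol raised 11, with a mean of 0.26. In the PFCx risperidone raised 16 and haloperidol 6. Against the saline set of the same sample set, the NAc counts were 17 for risperidone and 11 for haloperidol and the PFCx counts 18 and 6. The FPKM of Sgk1 in the NAc was 12.0 ± 2.49 (SD, n = 4) after risperidone and 9.60 ± 2.4 (SD, n = 4) after haloperidol, against 1.77 ± 0.718 (SD, n = 8) after saline. Nfkbia (ENSMUST00000021413, chromosome 12, 55489411 to 55492647) was at 5.38 ± 0.731 (SD, n = 4) after risperidone and 3.73 ± 0.345 (SD, n = 4) after haloperidol, against 2.32 ± 0.426 (SD, n = 8). Neat1 (ENSMUST00000173672, chromosome 19, 5824708 to 5845478) was at 1.06 ± 0.13 (SD, n = 4) and 1.12 ± 0.0827 (SD, n = 4), against 0.897 ± 0.0491 (SD, n = 8). The exact permutation p was 0.00404 for Neat1 after risperidone and 0.00202 for the other 5 comparisons.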

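Mianserin raised all 3 of the transcripts named for this pattern. The log2 ratio of mean FPKM to saline in the NAc was 3.36 for Sgk1, 1.07 for Nfkbia and 0.78 for Neat1, and in the PFCx it was 1.99, 1.18 and 0.61. In each of these 6 comparisons the 4 mianserin libraries lay above all 8 saline libraries (exact permutation test, p = 0.00202). Against saline set II alone, the difference on the log2(FPKM + 1) scale was 2.54 for Sgk1, 0.92 for Nfkbia and 0.43 for Neat1 in the NAc and 1.31, 0.99 and 0.33 in the PFCx (exact permutation test, p = 0.0286 for each, the smallest that 4 libraries against 4 allow). Sgk1 and Neat1 clustered with the intron-retained Dclk1 transcript, and Nfkbia with Fosb and Homer1. With Ward linkage, with z-scores over all 64 libraries and with a pseudocount of 0.1, Nfkbia clustered with Sgk1 and Neat1.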

Examples of transcripts clustered in this group included *Sgk1*, *Nfkbia* and the long noncoding RNA *Neat1*. Promoters of these transcripts exhibit a significant overrepresentation of the ChIP-seq signal for several transcriptional factors, including GR (P = 9.7 × 10^−6^, *t*-test with Bonferroni’s correction, track GEO accession: GSM686976), E2F1 (P = 1.1 × 10^−6^, GSM881056) and NFKB1 (P = 1 × 10^−5^, GSM88115). 

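Among the 113 transcripts, the number that was higher in the NAc than after saline (limma, adjusted p under 0.05 over the 113) was 62 for risperidone, 56 for haloperidol, 56 for mianserin, 54 for methamphetamine, 33 for ketamine and 6 for venlafaxine. Venlafaxine was the drug whose number depended most on the saline libraries, with 18 transcripts against saline set I and 0 against saline set II. In the cluster of 48 transcripts with Fosb, Arc, Junb and Homer1, haloperidol raised 45, methamphetamine 44, risperidone 44, mianserin 26, ketamine 24 and venlafaxine 0. The mean log2 difference over this cluster was 0.74 after haloperidol, 0.57 after risperidone, 0.56 after methamphetamine, 0.24 after mianserin and 0.22 after ketamine, and it was -0.16 after venlafaxine. Against the saline set of the same sample set, haloperidol raised 41 of these transcripts, methamphetamine 37 and risperidone 42.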

Haloperidol, methamphetamine and, to a lesser extent, risperidone induced the expression of the greatest number of transcripts (pattern 2) in the NAc. The strongest induction in the PFCx was observed after methamphetamine treatment. 

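In the PFCx, the number of the 113 transcripts that was higher than after saline was 67 for mianserin, 62 for risperidone, 50 for haloperidol, 49 for methamphetamine, 27 for ketamine and 4 for venlafaxine. In the cluster of 48 with Fosb and Arc, the mean log2 difference was largest after methamphetamine, at 0.59, followed by 0.50 after mianserin, 0.50 after risperidone and 0.44 after haloperidol. Methamphetamine raised 43 transcripts of this cluster, risperidone 45, haloperidol 44 and mianserin 38. Against the saline set of the same sample set, the mean difference was 0.58 after methamphetamine, 0.51 after mianserin and 0.49 after risperidone.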

Pattern 2 included several genes involved in the molecular control of neuronal plasticity, such as *Fosb*, *Arc*, *Junb* or *Homer1*. 

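In the NAc, the log2 ratio of mean FPKM after haloperidol to that after saline was 2.57 for Fosb, 1.98 for Junb, 1.78 for Arc and 1.19 for Homer1. After methamphetamine it was 1.42 for Fosb, 1.32 for Junb, 1.62 for Arc and 0.92 for Homer1, and after risperidone 1.70, 1.09, 1.24 and 0.57. In the PFCx after methamphetamine it was 0.98 for Fosb, 1.20 for Junb, 1.75 for Arc and 0.96 for Homer1. In all 16 of these comparisons the 4 drug libraries lay above all 8 saline libraries (exact permutation test, p = 0.00202). The FPKM of Arc (ENSMUST00000023268, chromosome 15, 74669083 to 74672568) in the PFCx was 18.6 ± 3.5 (SD, n = 4) after methamphetamine and 5.54 ± 2.28 (SD, n = 8) after saline, and Junb (ENSMUST00000064922, chromosome 8, 84976909 to 84978748) in the NAc was 19.5 ± 1.48 (SD, n = 4) after haloperidol and 4.92 ± 1.47 (SD, n = 8) after saline.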

The promoters of these transcripts contained a different set of putative transcriptional regulator binding sites, including SRF (P = 1.2 × 10^−22^, GSM530190) and EGR2 (P = 4.7 × 10^−12^, GSM881094). 

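The FPKM of Celf2 (ENSMUST00000182560, chromosome 2, 6620239 to 6884892) was 5.33 ± 0.352 (SD, n = 4) after mianserin and 3.59 ± 0.376 (SD, n = 8) after saline in the NAc, a log2 ratio of 0.57 (exact permutation test, p = 0.00202). The PFCx values were 3.22 ± 0.182 (SD, n = 4) and 2.75 ± 0.304 (SD, n = 8), a log2 ratio of 0.23 (exact permutation test, p = 0.0263). Against saline set II alone, the PFCx difference of 0.10 on the log2(FPKM + 1) scale was within the spread of the libraries (exact permutation test, p = 0.229). The adjusted p of the difference between the tissues from limma was 0.157. All 9 transcripts of the cluster with Celf2 rose after mianserin in the NAc, with a mean log2 difference of 0.63, and 8 rose in the PFCx, with a mean of 0.44. With saline set II as the only control, 6 of them rose in the NAc and 5 in the PFCx.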

The expression of the third group of transcripts (pattern 3, e.g., *Celf2* and *Dclk1*) was induced by mianserin, with stronger effects observed in the NAc. We only identified one overrepresented potential transcriptional regulator of these genes, TBP (P = 3.5 × 10^−7^). The TBP binding motif was present in 18 of the 28 total genes. The *Dclk1* transcript was clustered into pattern 3. 

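The intron-retained Dclk1 transcript fell into the cluster of 21 transcripts with Sgk1 and Neat1, and Celf2 into a separate cluster of 9. Celf2 shared its cluster with average linkage, with z-scores over all 64 libraries and with a pseudocount of 0.1, and in the last 2 of these settings Sgk1 and Neat1 did not. With average linkage its cluster held 28 transcripts, with Ward linkage 22, and with z-scores over all 64 libraries, a pseudocount of 0.1 or rescaled libraries between 18 and 19.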

Notably, at the statistical threshold used to analyze the whole transcriptome, we observed significant changes in the levels of the transcript for only one *Dclk1* isoform, a noncoding variant with a retained intron (ENSMUST00000198757). 

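The intron-retained transcript (RI, ENSMUST00000198757) had an adjusted p of 3.52e-11 for the drug effect across both tissues (limma, 86331 transcripts), 4.93e-06 in the NAc alone and 0.00858 in the PFCx alone. Carp (ENSMUST00000199585) had an adjusted p from limma of 1.43e-05 across both tissues, 0.00101 in the NAc and 0.32 in the PFCx. These 2 of the 15 Dclk1 transcripts passed the threshold of 0.001 across the tissues. The next lowest value, 0.003, belonged to ENSMUST00000199169. With each drug compared with the saline set of its own sample set, the adjusted p across both tissues was 2.68e-10 for RI and 0.000142 for Carp. With the replicate number as a block, 3 of the 15 transcripts passed.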

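The FPKM of Clk1 (ENSMUST00000129577, chromosome 1, 58416143 to 58424066) was 3.30 ± 0.511 (SD, n = 4) after mianserin and 5.75 ± 0.507 (SD, n = 8) after saline in the NAc, and 2.26 ± 0.557 (SD, n = 4) and 4.00 ± 0.604 (SD, n = 8) in the PFCx. Hes5 (ENSMUST00000049621, chromosome 4, 154960923 to 154962371) was at 1.69 ± 0.435 (SD, n = 4) after mianserin and 4.98 ± 1.18 (SD, n = 8) after saline in the NAc, and at 1.39 ± 0.33 (SD, n = 4) and 3.90 ± 0.566 (SD, n = 8) in the PFCx. In all 4 comparisons the mianserin libraries lay under every saline library (exact permutation test, p = 0.00202). Of the 35 transcripts of their cluster, mianserin lowered 34 in the NAc and 33 in the PFCx, with a mean log2 difference of -0.46 and -0.47. Risperidone lowered 32 and 31 of them, with a mean of -0.29 and -0.30.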

Finally, the expression of transcripts from pattern 4, including *Clk1* and *Hes5*, decreased after mianserin treatment in both brain regions. Significantly overrepresented TFB sites were not present in the upstream promoter regions of transcripts from this cluster.

The profile of the drug-specific transcripts corresponding to the *Dclk1* locus was obtained by comparing the results of two high-throughput gene profiling methods-microarray (Fig. 1) and RNA-sequencing (Fig. 2).

### Isoform-specific regulation of *Dclk1* expression

Next, we performed a detailed analysis of the sequencing results mapped to the *Dclk*1 locus. Based on the assignments from Cufflinks using the GRCm38.p5 mouse genome release, sequencing reads corresponded to 12 transcripts expressed from the *Dclk1* locus (at FPKM > 1), with 8 highly abundant isoforms (FPKM > 5). 

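The tables list 15 Dclk1 transcripts. In the NAc, 12 of them had a mean FPKM above 1 over the 32 libraries and 8 a mean above 5. In the PFCx the numbers were 15 and 11, and in either tissue 15 and 12. With the median in place of the mean, 13 transcripts were above 1 and 12 above 5 in either tissue. The highest mean FPKM was that of Cpg16 (ENSMUST00000198437), at 32.8 ± 2.97 (SD, n = 32) in the NAc and 28.8 ± 4.19 (SD, n = 32) in the PFCx, followed by the other Cpg16 transcript (ENSMUST00000070418), at 18.0 ± 2.53 and 18.6 ± 3.44.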

Three isoforms were not detected in the NAc or PFCx (ENSMUST00000198821, ENSMUST00000197870, and ENSMUST00000196745). 

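In the NAc, the mean FPKM of these 3 transcripts was 0.743 ± 0.657 for ENSMUST00000198821, 0.461 ± 0.465 for ENSMUST00000197870 and 0.313 ± 0.306 for ENSMUST00000196745 (SD, n = 32). In the PFCx it was 1.03 ± 0.618, 4.92 ± 2.74 and 1.01 ± 0.606 (SD, n = 32). An FPKM above 1 was found in 15 of the 32 PFCx libraries for ENSMUST00000198821, in 31 for ENSMUST00000197870 and in 13 for ENSMUST00000196745. The first of them has 2 exons and 906 bases, the second 5 exons and 557 bases, and the last 17 exons and 7962 bases, against 17 exons and 7847 bases of the full-length Dclk1 transcript.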

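The product of FPKM and transcript length, as a share of its sum over the 15 Dclk1 transcripts, estimates the share of Dclk1 fragments. In the NAc this share was 34.4% ± 2.58 for Cpg16 (ENSMUST00000198437), 30.7% ± 3.94 for the other Cpg16 transcript (ENSMUST00000070418), 7.75% ± 3.84 for Carp and 7.69% ± 2.14 for Dcl (SD, n = 32). Shares in the PFCx were 25.7% ± 3.55 and 27.1% ± 5.1 for the Cpg16 transcripts, 12.3% ± 1.65 for Dcl, 12.3% ± 5.5 for full-length Dclk1 and 1.29% ± 0.953 for Carp (SD, n = 32). Carp, Dcl and Cpg16 (ENSMUST00000198437) together held 49.8% ± 2.56 in the NAc and 39.3% ± 4.73 in the PFCx (SD, n = 32).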

The majority of the sequencing reads corresponded to Carp (ENSMUST00000199585), Dcl (ENSMUST00000167204) and Cpg16 (ENSMUST00000198437). Two of the transcripts assembled by Cufflinks contained retained introns and had not previously been described (Additional file 4: Figure S4). 

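Of the 15 annotated Dclk1 transcripts, 2 are of the retained intron type. RI (ENSMUST00000198757) had a mean FPKM of 6.29 ± 1.73 (SD, n = 32) in the NAc and 5.95 ± 1.29 (SD, n = 32) in the PFCx. The other, ENSMUST00000198154, which has 2 exons between 55247279 and 55256391 of chromosome 3, had 2.21 ± 1.84 (SD, n = 32) in the NAc and 8.96 ± 4.38 (SD, n = 32) in the PFCx. Its drug effect across the tissues had an adjusted p of 0.127 (limma).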

Relative changes in the abundance of the transcripts are shown in Fig. 3.

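Each of the 15 transcripts was compared with saline for each of the 6 drugs in each tissue, which makes 180 comparisons. The exact permutation p was under 0.05 in 27 of them. After Benjamini-Hochberg adjustment over the 180, 0 were under 0.05. The smallest exact p that 4 against 8 libraries allow, 0.00202, was reached in 4 of the 180, RI in the NAc after risperidone and mianserin, RI in the PFCx after mianserin and Carp in the NAc after mianserin, with an adjusted value of 0.0909. The log2 ratios of mean FPKM computed from the NAc libraries differed from those in Additional file 4 by at most 3.87e-06.

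**Figure D2:**
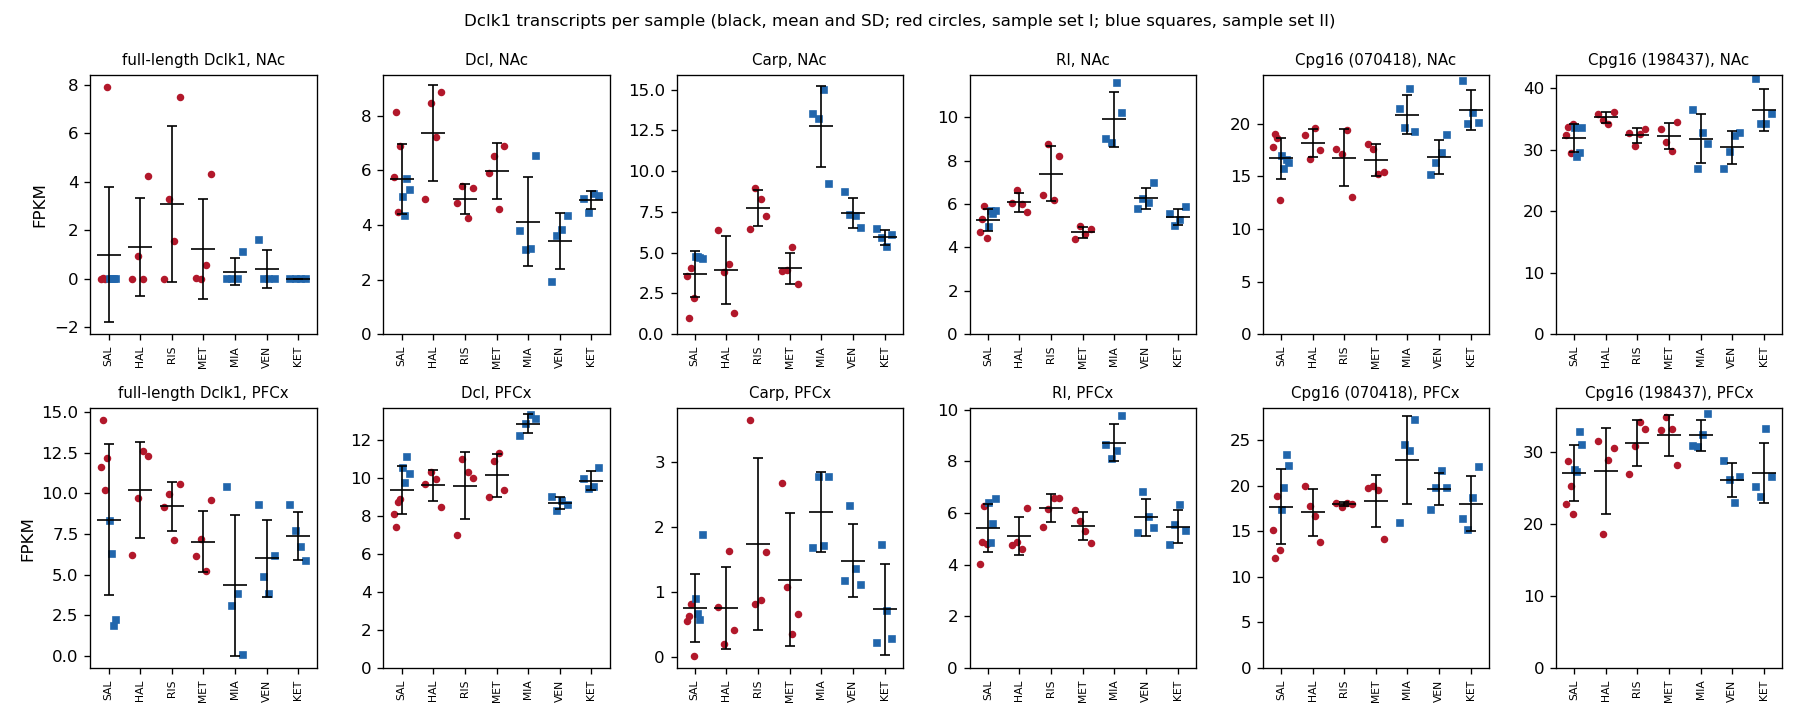
FPKM of 6 Dclk1 transcripts in each NAc library (upper panels) and PFCx library (lower panels) by treatment, on linear axes that differ between panels. Black bars show the mean and SD, red circles sample set I and blue squares sample set II. After mianserin, Carp in the NAc and RI in both tissues lie above every saline library, and full-length Dclk1 in the PFCx differs between the saline sets.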

**Fig. 3:**
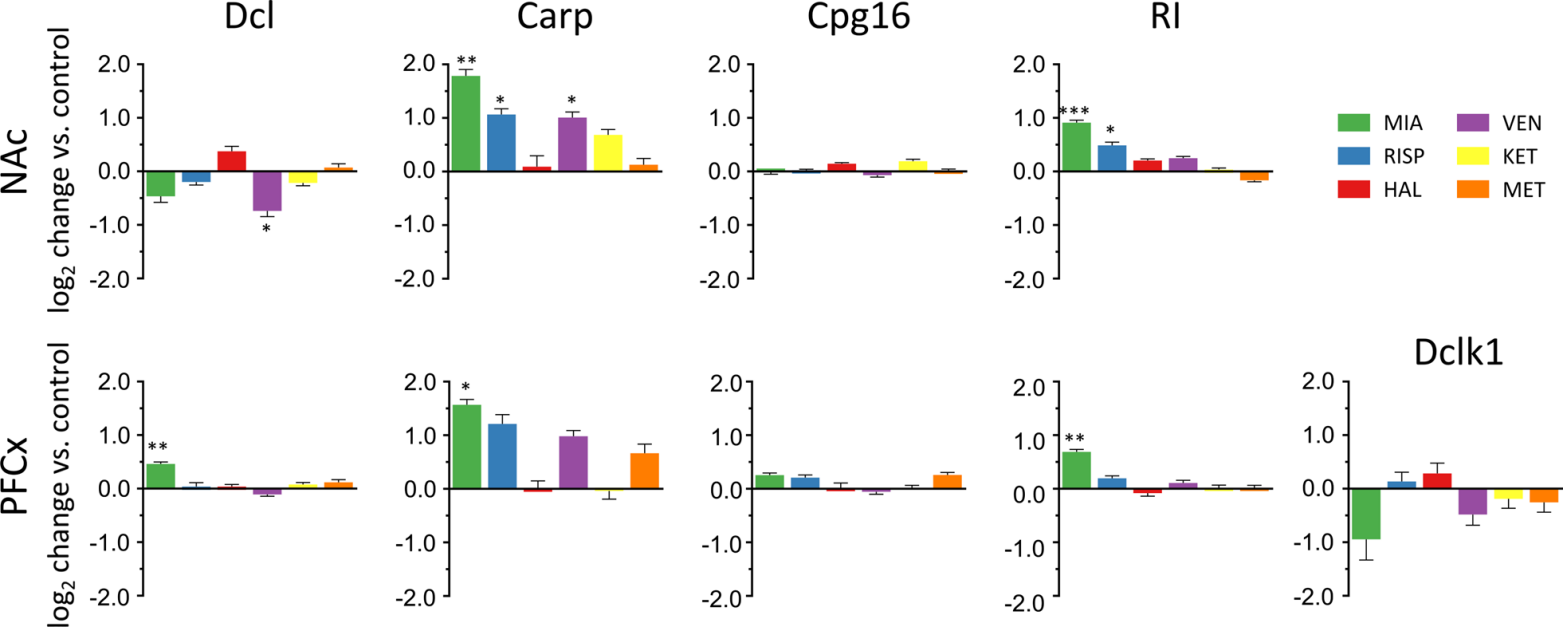
RNA-seq–based changes in levels of *Dclk1* transcripts. Bar graphs show log_2_-fold changes compared with those of the saline control. Bars indicate the S.E.M., *P < 0.01, **P < 0.001, ***P < 0.0001, one-way ANOVA of the drug factor

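The FPKM of Carp in the NAc was 12.7 ± 2.47 (SD, n = 4) after mianserin, 7.74 ± 1.1 (SD, n = 4) after risperidone, 7.44 ± 0.931 (SD, n = 4) after venlafaxine and 3.70 ± 1.39 (SD, n = 8) after saline. The log2 ratio of the means was 1.78 for mianserin, with an exact permutation p of 0.00202, 1.07 for risperidone, with an exact p of 0.00404, and 1.01 for venlafaxine, with an exact p of 0.0121. In all 3 groups the 4 libraries lay above the 8 saline libraries. Carp differed between the saline sets, with 2.71 ± 1.38 (SD, n = 4) in set I and 4.69 ± 0.0507 (SD, n = 4) in set II. Against the saline set of the same sample set, the log2 ratio was 1.44 for mianserin, 1.52 for risperidone and 0.67 for venlafaxine (exact permutation test, p = 0.0286 for each). With permutations within the replicate number as a block, the exact p was 0.0123 for mianserin, 0.0247 for risperidone and 0.037 for venlafaxine. With each library left out in turn, the difference on the log2(FPKM + 1) scale stayed between 1.44 and 1.74 for mianserin, between 0.80 and 1.04 for risperidone and between 0.75 and 0.97 for venlafaxine. After ketamine the log2 ratio was 0.69 (exact permutation test, p = 0.0424).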

The expression of the Carp transcript in the NAc was induced in response to mianserin (log_2_FC = 1.78, P = 0.0002), risperidone (log_2_FC = 1.07, P = 0.007) and venlafaxine (log_2_FC = 1.01, P = 0.009). Carp expression in the PFCx was only regulated only mianserin (log_2_FC = 1.57, P = 0.0027). 

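In the PFCx, the FPKM of Carp was 2.23 ± 0.618 (SD, n = 4) after mianserin and 0.751 ± 0.522 (SD, n = 8) after saline, a log2 ratio of 1.57 (exact permutation test, p = 0.00606). Against saline set II, which had 0.998 ± 0.594 (SD, n = 4), the log2 ratio was 1.16 (exact permutation test, p = 0.0857). All 4 differences between libraries with the same replicate number were positive (exact sign-flip permutation p = 0.125, the smallest that 4 pairs allow; paired t test, p = 0.0272), a pairing by the labels that was tested after seeing the data. The log2 ratio was 1.21 after risperidone (exact permutation test, p = 0.0606) and 0.98 after venlafaxine (exact permutation test, p = 0.0505). The mean FPKM of Carp over the 32 PFCx libraries was 1.20, and 15 libraries were above 1.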

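Over both Cpg16 transcripts, the 6 drugs and both tissues, 24 comparisons were made. The log2 ratio of mean FPKM to saline lay between -0.07 and 0.37. The exact permutation p was under 0.05 in 6 of the 24, and the lowest value after Benjamini-Hochberg adjustment was 0.0909. For Cpg16 (ENSMUST00000070418) in the NAc, the FPKM was 21.3 ± 1.91 (SD, n = 4) after ketamine and 20.9 ± 1.89 (SD, n = 4) after mianserin, against 16.7 ± 1.96 (SD, n = 8) after saline. The exact permutation p was 0.00404 for ketamine and 0.00606 for mianserin. For Cpg16 (ENSMUST00000198437) the largest change in the NAc was a log2 ratio of 0.19 after ketamine (exact permutation test, p = 0.0182) and in the PFCx one of 0.26 after methamphetamine (exact permutation test, p = 0.0444). The adjusted p of the drug effect across the tissues from limma was 0.0859 for ENSMUST00000070418 and 0.309 for ENSMUST00000198437. Within the NAc it was 0.0372 and 0.17, and within the PFCx 0.738 and 0.486 (limma). With each drug compared with the saline set of its own sample set, the NAc values were 0.397 and 0.576 (limma). Against saline set II alone, the NAc exact permutation p for ENSMUST00000070418 was 0.0286 after ketamine and after mianserin.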

The level of the Cpg16 transcript was not significantly altered in any of the analyzed brain regions upon drug treatment. The venlafaxine treatment downregulated the expression of the Dcl isoform in the NAc (log_2_FC = − 0.74, P = 0.078). However, the level of the Dcl transcript in the PFCx increased in response to the mianserin treatment (log_2_FC = 0.46, P = 0.0009). 

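The FPKM of Dcl (ENSMUST00000167204) in the NAc was 3.42 ± 1.03 (SD, n = 4) after venlafaxine and 5.70 ± 1.28 (SD, n = 8) after saline, a log2 ratio of -0.74 (exact permutation test, p = 0.00404, adjusted p = 0.0909 over the 180 Dclk1 comparisons). Saline set I had 6.31 ± 1.57 (SD, n = 4) and saline set II 5.08 ± 0.579 (SD, n = 4). Against saline set II the log2 ratio was -0.57 (exact permutation test, p = 0.0571). The 4 differences between libraries with the same replicate number were all negative (exact sign-flip permutation p = 0.125; paired t test, p = 0.0826). With permutations within the replicate number as a block the exact p was 0.0123, and with each library left out in turn the difference on the log2(FPKM + 1) scale lay between -0.72 and -0.43. Dcl shares 80.3% of its bases with Carp, which rose after venlafaxine in the NAc. A trade-off between Carp and Dcl was not tested, so these changes are not shown to be separate. Among the 4 venlafaxine libraries of the NAc, the one with the most Carp (8.72) had the least Dcl (1.93). In saline set I of the NAc, the one with the least Carp (1.0) had the most Dcl (8.13). Not every group showed this, since after risperidone the library with the most Carp (8.95) also had the most Dcl (5.44). The fall of Dcl may in part be reads assigned to Carp.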

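In the PFCx, the FPKM of Dcl was 12.9 ± 0.497 (SD, n = 4) after mianserin and 9.33 ± 1.26 (SD, n = 8) after saline, a log2 ratio of 0.46 (exact permutation test, p = 0.00404, adjusted p = 0.0909 over the 180 Dclk1 comparisons). All 4 mianserin libraries lay above all 8 saline libraries. Saline set I had 8.29 ± 0.667 (SD, n = 4) and saline set II 10.4 ± 0.6 (SD, n = 4). The log2 ratio to saline set II was 0.31 (exact permutation test, p = 0.0286). In the NAc, Dcl after mianserin was at 4.13 ± 1.64 (SD, n = 4) against 5.70 ± 1.28 (SD, n = 8). After venlafaxine in the PFCx, the difference to saline set II was -0.24 on the log2(FPKM + 1) scale (exact permutation test, p = 0.0286). All 4 differences between libraries with the same replicate number were negative there (paired t test, p = 0.00252, exact sign-flip permutation p = 0.125).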

The expression of the full-length *Dclk1* transcript (ENSMUST00000054237) was below the level of detection in the NAc, and no significant changes were observed in the PFCx. 

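The mean FPKM of full-length Dclk1 was 1.03 ± 2.12 (SD, n = 32) in the NAc, where 8 of the 32 libraries were above 1 and the median was 0.00106. Its PFCx mean was 7.63 ± 3.46 (SD, n = 32). The lowest exact permutation p among the 6 drugs in the PFCx was 0.156, for mianserin, with an FPKM of 4.36 ± 4.36 (SD, n = 4) against 8.40 ± 4.63 (SD, n = 8) after saline. The saline sets of the PFCx differed from each other, with 12.1 ± 1.8 (SD, n = 4) in set I and 4.67 ± 3.14 (SD, n = 4) in set II (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). With the saline set of the same sample set as control, the log2 ratio was -0.78 for methamphetamine (exact permutation test, p = 0.0286, against 0.945 with all saline) and -0.1 for mianserin (exact permutation test, p = 0.714). In same-numbered pairs, all 4 differences were negative after methamphetamine (paired t test, p = 0.013) and risperidone (mean -0.36, p = 0.0151), each with an exact sign-flip permutation p of 0.125. Without pairing, the exact permutation p for risperidone was 0.0571. Among the other drugs the lowest paired t test p was 0.103, for a rise after ketamine. Full-length Dclk1 shares 84.3% of its bases with Cpg16 (ENSMUST00000070418). A trade-off between them was not tested, so these changes may be reads assigned to the other isoform.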

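RI in the NAc had an FPKM of 9.92 ± 1.3 (SD, n = 4) after mianserin, 7.40 ± 1.29 (SD, n = 4) after risperidone and 5.27 ± 0.525 (SD, n = 8) after saline. The log2 ratio to saline was 0.91 for mianserin and 0.49 for risperidone (exact permutation test, p = 0.00202 for each). In the PFCx it was 8.72 ± 0.727 (SD, n = 4) after mianserin and 5.41 ± 0.914 (SD, n = 8) after saline, a log2 ratio of 0.69 (exact permutation test, p = 0.00202). In all 3 comparisons the drug libraries lay above all 8 saline libraries. Against the saline set of the same sample set, the log2 ratio was 0.86 for mianserin and 0.54 for risperidone in the NAc and 0.58 for mianserin in the PFCx (exact permutation test, p = 0.0286 for each). After risperidone in the PFCx the log2 ratio of 0.19 was within the spread of the libraries (exact permutation test, p = 0.145), and against the saline set of the same sample set it was 0.31 (exact permutation test, p = 0.0857). In pairs with the same replicate number, tested after seeing the data, all 4 differences to that saline set were positive for risperidone in the PFCx (paired t test, p = 0.0363) and in the NAc (p = 0.0578), each with an exact sign-flip permutation p of 0.125, the smallest that 4 pairs allow. With each library left out in turn, the difference on the log2(FPKM + 1) scale stayed between 0.72 and 0.84 for mianserin and between 0.34 and 0.48 for risperidone in the NAc, and between 0.56 and 0.65 in the PFCx. After its results on Dclk1-m and on the read coverage of intron 6, which were not analysed here, the paper concludes that transcription from the Dclk1 locus is induced in a drug-specific way and that the drugs affected a short region near the sequence for the serine-proline rich domain.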

The expression of the intron-retained isoform (RI) was substantially upregulated by mianserin (log_2_FC = 0.9, P = 2.8 × 10^−6^) and risperidone (log_2_FC = 0.49, P = 0.002) in the NAc and by mianserin (log_2_FC = 0.69, P = 0.0003) in the PFCx.

Furthermore, when we mapped individual reads to the *Dclk1* locus, a considerable number of fragments did not match known transcripts and corresponded to a fragment annotated as an intronic region (Fig. 4b, red arrow). Exon-level analysis of the data suggested the presence of a novel transcript, referred to as Dclk1-m, with an alternative transcription start site (first exon), termination codon (last exon) and a sequence corresponding to the sixth intron of the canonical *Dclk1* transcript (ENSMUST00000054237). The detected retention of intron 6 is unlikely to correspond to an unspliced pre-mRNA. The level of intron coverage calculated as the median read coverage for each position at each intron was significantly higher (P = 0.002) for this intron compared with that of other introns (Fig. 4a).

**Fig. 4:**
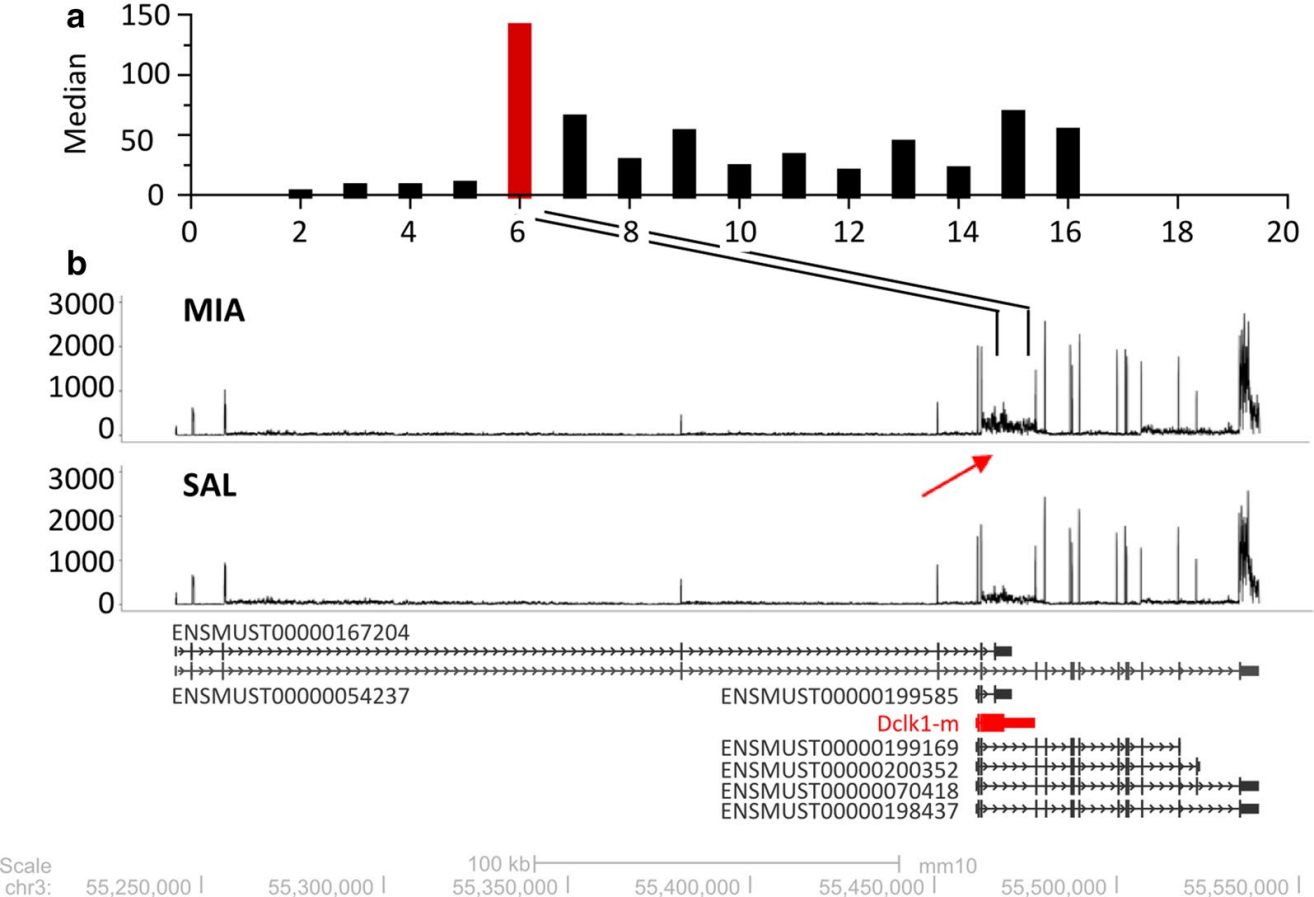
Identification of novel drug-regulated isoform of *Dclk1*. **a** Transcript levels measured as the median read coverage from each particular intronic region. The signal from the consecutive *Dclk1* introns are presented on the x-axis. **b** Representative RNA-seq tracks showing the transcriptional profile of the Dclk1 locus. The transcripts are annotated based on the Ensembl database, as well as the novel drug-regulated isoform Dclk1-m and are presented below. The arrow indicates drug-induced regulation of the transcript level

Based on the frequency of the sequence reads corresponding to the Dclk1-m variant, the expression of this isoform was upregulated in the PFCx by the mianserin treatment (log_2_FC = 0.679, P = 0.0000253) and in the NAc by mianserin and risperidone (log_2_FC = 0.862, P = 3.8 × 10^−8^; log_2_FC = 0.542, P = 0.00079, respectively; Fig. 5 and Additional file 5: Figure S5). Notably, the ILMN_1259689 probe shown in Fig. 1 hybridized with Dclk1-m. In conclusion, next-generation sequencing analysis confirmed the drug-specific induction of transcription from the Dclk1 locus and showed that psychotropic drugs affected the transcription of a short region close to the sequence encoding the serine-proline rich domain. Most importantly, changes in transcription might actually represent a novel transcript, Dclk1-m.

**Fig. 5:**
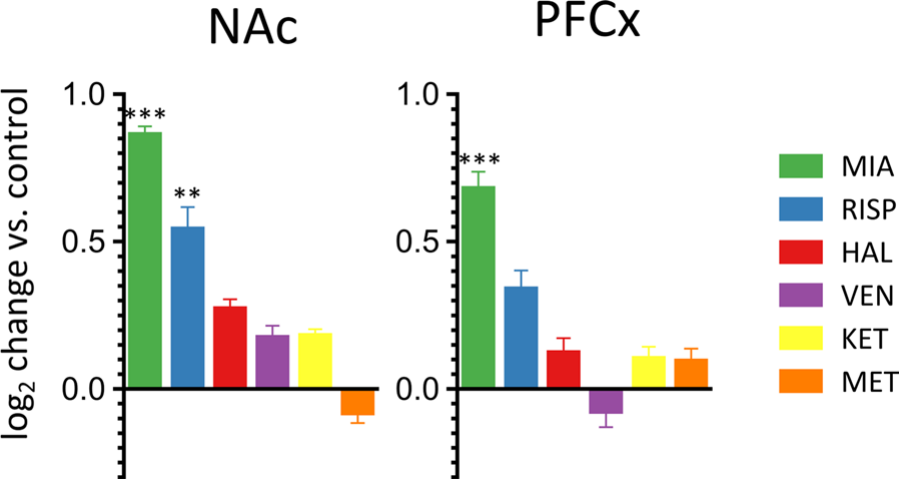
Drug-induced changes in the expression of a novel *Dclk1* isoform (Dclk1-m). Changes in the level of Dclk1-m measured by RNA-seq. The results are shown as log_2_-fold changes compared with those of the saline control. Bars indicate S.E.Ms, **P < 0.001, ***P < 0.0001, one-way ANOVA of the drug factor

### Validation of drug-induced expression of *Dclk1* isoforms

We designed a series of isoform-specific probes for qPCR to confirm which of the transcripts exhibited increased expression in response to drug treatments. The analysis was performed on a new set of samples obtained from mice euthanized 2 h after the i.p. injection of mianserin (20 mg/kg), risperidone (0.5 mg/kg), haloperidol (1 mg/kg) or saline (n = 8). Five fluorescent probe assays were used to analyze changes in the expression of *Dclk1* transcripts; two of the assays were specifically designed to detect the isoform containing the retained intron (Fig. 6, 5′ region of intron 6 and 3′ region of intron 6).

**Fig. 6:**
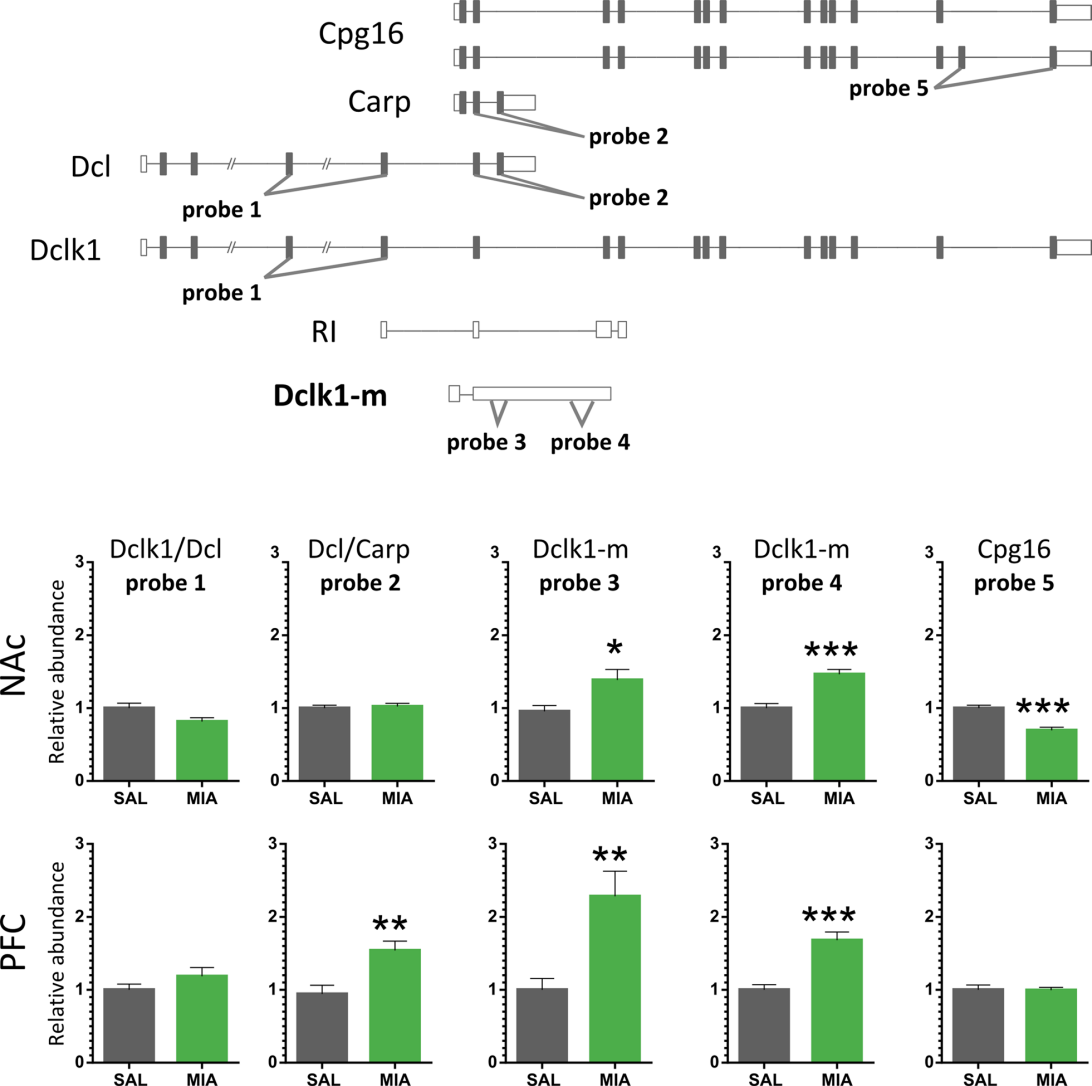
Validation of mianserin-induced changes in *Dclk1* expression. Changes in mRNA levels were measured 2 h after administration of mianserin or saline. qPCR analyses were performed using samples from an independent biological experiment (n = 8). TaqMan probes distinguished the following specific transcriptional variants: qPCR “probe 1” spans the exon junction of exons 4 and 5 of the Dclk1 (ENSMUST00000054237) transcript, qPCR “probe 2” spans exons 6 and 7 in Dcl (ENSMUST00000167204), qPCR “probe 3” spans 5′ part of intron 6 of Dclk1 (ENSMUST00000054237), and qPCR “probe 4” spans 3′ part of intron 6 of Dclk1 (ENSMUST00000054237), qPCR “probe 5” spans exons 13 and 14 of Cpg16 (ENSMUST00000198437). The locations of TaqMan probes used for qPCR are labeled (probes 1–5). Bars indicate the S.E.M, ***P < 0.001, one-way ANOVA of the drug factor

The mianserin treatment increased the levels of transcripts containing intron 6 in the NAc (approximately 1.5-fold). The level of Cpg16 was slightly decreased, whereas levels of Dcl/Carp were not different from those of the saline-treated control group. Risperidone significantly induced the expression of the Dclk1/Dcl isoform (approximately 1.2-fold), as well as transcripts containing intron 6 (approximately 1.6- to 2.1-fold). The haloperidol treatment had no effect on the expression of *Dclk1* isoforms in the NAc. In the PFCx, the mianserin treatment upregulated the expression of Dcl/Carp isoforms (1.5-fold), as well as transcripts containing intron 6 (more than twofold). Risperidone did not regulate the expression of *Dclk1* isoforms in the PFCx. The haloperidol treatment slightly decreased the expression of a variant containing part of intron 6 in the PFCx (Fig. 6 and Additional file 6: Figure S6).

We also performed two additional experiments and measured the transcript levels 4 h after a single treatment and 2 h after 5 days of treatment. The mianserin treatment significantly increased levels of Dclk1-m in the NAc. The effect of mianserin on *Dclk1* expression was not detected 5 days after repeated drug treatment (Additional file 7: Figure S7). Together, these data confirm that Dclk1-m expression is acutely increased in response to the mianserin treatment. Levels of other *Dclk1* transcripts were not increased in response to the mianserin treatment, with the possible exception of Carp.

### Functional features of the newly detected *Dclk1* variant

Finally, we used mass spectrometry to determine whether protein products of the Dclk1-m transcript were detected. Dclk1-m and Carp sequences overlap on the 5′ side of the putative protein-coding sequences; only the C-termini differ. Both sequences include the proline- and serine-rich (SP-rich) region that interacts with other proteins. Mass spectrometry analysis of the SDS-PAGE-purified protein fraction with a molecular weight less than 10 kDa confirmed the presence of the SP-rich fragment (Fig. 7). Shotgun LC–MS/MS analysis, performed in addition to PRM, did not show a presence of other fragments derived from either CARP or DCLK1-M. Thus, we were only able to conclude that either or both the DCLK1-M and CARP proteins are translated.

**Fig. 7:**
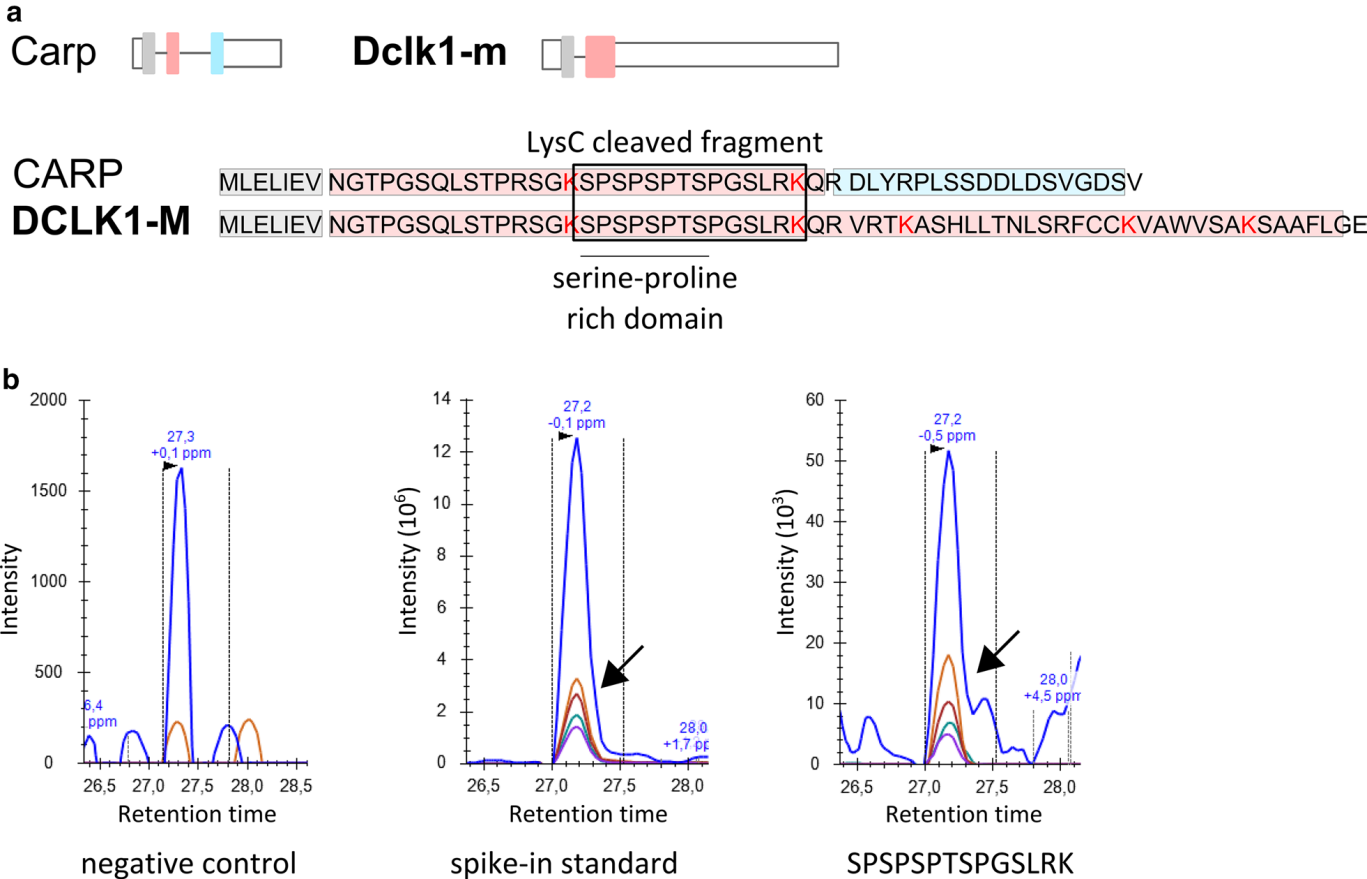
LC–MS/MS detection of CARP/DCLK1-M-derived peptide. **a** A schematic representation of the Carp and Dclk1-m transcripts and their putative peptide products. Colored boxes mark exons. Peptides were digested with the endoproteinase LysC, which cleaves peptide bonds at the carboxyl side of lysine residues (marked red). The fragment corresponding to the SPSPSPTSPGSLRK peptide is marked with a box. **b** Detection of the SPSPSPTSPGSLRK peptide. The panels show (from the left): signal for potential contamination with light peptide checked in heavy peptide sample, signal for heavy-labeled peptide spiked into the experimental sample, signal for endogenous (light) peptide in a sample derived from the murine striatum. Colored peaks correspond to peptide fragment ions. Please note the different scales on the y-axes

## Discussion

Our results reveal the existence of a novel *Dclk1* isoform (Dclk1-m), the expression of which is induced in the nucleus accumbens and prefrontal cortex of the brain after treatment with psychotropic drugs that affect 5HT2A/C receptor signaling (i.e., mianserin and risperidone). It should be noted here that these drug-related effects are relatively unspecific in pharmacological action, and transcription might be triggered by the activity of more than one type of neuronal receptors. Notably, Dclk1-m is the main, if not exclusive *Dclk1* transcript whose expression appears to be regulated by drugs. At present, we were not able to unequivocally establish whether Dclk1-m is translated; we were only able to confirm that protein products of Dclk1-m or Carp were present.

The identification of Dclk1-m revises and extends observations from our previous reports, where we detected an increase in *Dclk1* expression after treatment with mianserin and risperidone [2, 3, 13]. However, due to limitations regarding the array methodology used in our previous study, we were not able to discern exactly which transcripts were induced by drug actions in many cases. The array probes used in gene expression arrays may actually be detecting Dclk1-m, Carp and Dcl. Furthermore, we postulate that other previous reports may have been reporting changes in Dclk1-m expression, as well. We concluded that drug treatment regulated the expression of brain-specific isoforms of *Dclk1* with an alternatively spliced last exon—either Dcl or Carp. In-depth analysis of RNA-seq data revealed that psychotropic drug treatments induced the expression of a previously unannotated transcript. The expression of this transcript was upregulated in the NAc by mianserin and risperidone and in the PFCx by mianserin. The Dclk1-m isoform contains a retained intron covering the middle part of the *Dclk1* locus. Thus, this intron is a region of the gene important for the mechanisms of action of those drugs. Both mianserin and risperidone are potent antagonists of 5-HT2a receptors, which might mediate the effect on Dclk1-m transcription. Moreover, the addition of mianserin to typical antipsychotics improves their therapeutic efficacy in patients with schizophrenia [22]. Polymorphisms in the *Dclk1* gene are associated with the development of schizophrenia. Thus, the altered function of the *Dclk1* gene may be involved in both the etiology and treatment of this psychopathology. From our results, we can’t ascertain whether the increase in Dclk1 isoform is sufficient to produce the therapeutic effects of the drugs. It is likely a more complex phenomenon and no single gene or transcript is solely responsible for the therapeutic effect.

The *Dclk1* gene has a complex structure and comprises at least 15 known transcriptional variants. 

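In the GENCODE vM21 annotation of GRCm38, the 15 Dclk1 transcripts lie on the plus strand of chromosome 3. The full-length transcript (ENSMUST00000054237) runs from 55242526 to 55539064 and has 17 exons. Dcl (ENSMUST00000167204) starts at the same position and ends at 55471316, inside intron 6 of the full-length transcript, which runs from 55463096 to 55477804. Carp (ENSMUST00000199585) starts at 55461728, inside intron 5, and ends at 55471318, also inside intron 6. The Cpg16 transcripts start at 55461758 (ENSMUST00000070418) and 55461916 (ENSMUST00000198437), inside intron 5 as well. RI (ENSMUST00000198757) runs from 55450973 to 55480552 in 4 exons and is noncoding. Its exon 3, from 55476913 to 55477889, has 977 bases, starts inside intron 6 and continues into the next exon of the full-length transcript, so that RI retains the 3′ end of intron 6.

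**Figure D3:**
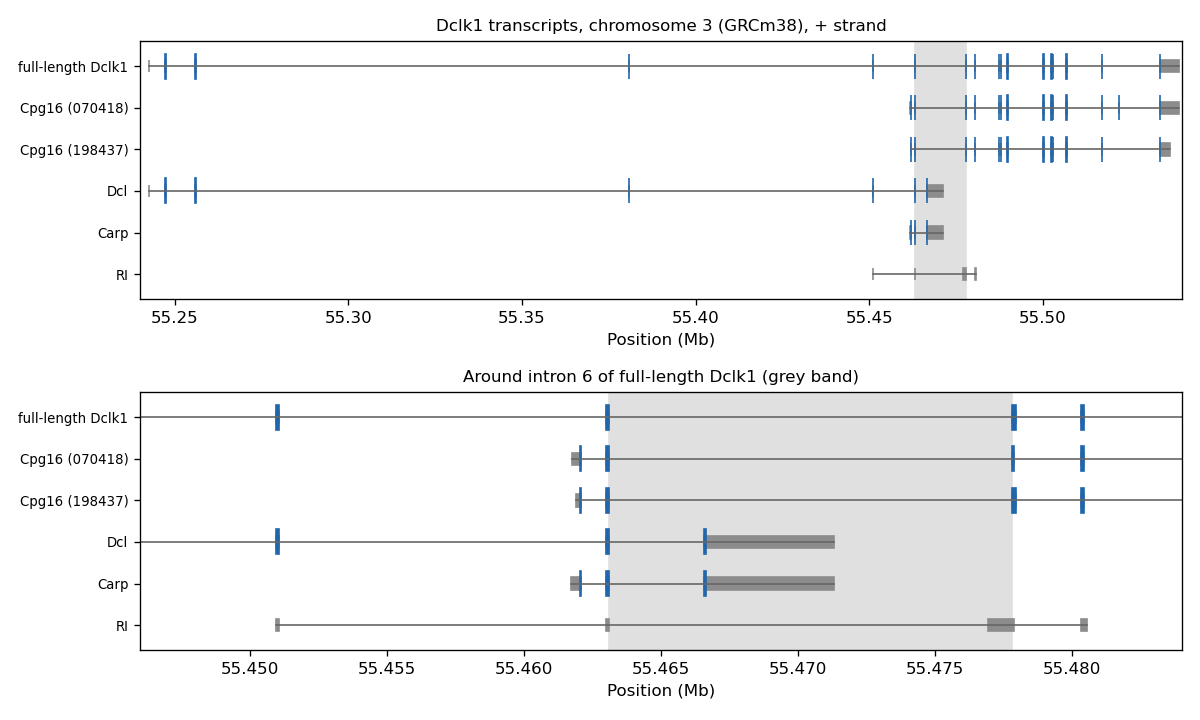
Exons of 6 Dclk1 transcripts on chromosome 3 of GRCm38 (position in Mb), over the whole locus (upper panel) and around intron 6 of full-length Dclk1 (lower panel). Blue boxes are coding sequence, grey boxes noncoding exon sequence, and the grey band is intron 6, inside which Dcl and Carp end and exon 3 of RI begins.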

Although *Dclk1* was first described as a brain-specific gene, the roles of *Dclk1* outside the nervous system have recently been the main area of study. *Dclk1* is expressed in a variety of cancer cells [23], with a functional role in tumor growth and progression. However, its general role in carcinogenesis and clinical significance as a potential diagnostic marker remain unclear [24]. The present analysis reveals the brain-region-specific regulation of the expression of *Dclk1* isoforms in response to treatments with various classes of psychotropic drugs. 

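Whether a drug effect differs between the NAc and PFCx was tested with limma for the 7 pairs of isoform and drug that the paper names, as the log2 change in the NAc minus that in the PFCx on the log2(FPKM + 1) scale. For Dcl the difference was -0.84 after mianserin (standard error 0.194, adjusted p = 0.000431 over the 7 pairs, limma) and -0.53 after venlafaxine (standard error 0.194, adjusted p = 0.0317, limma). For Carp it was 0.69 after mianserin (adjusted p = 0.129), 0.37 after risperidone (adjusted p = 0.327) and 0.38 after venlafaxine (adjusted p = 0.327). For RI it was 0.19 after mianserin (adjusted p = 0.206) and 0.24 after risperidone (adjusted p = 0.129). With each drug compared with the saline set of its own sample set, the difference for Dcl was -0.58 after mianserin (adjusted p = 0.0695) and -0.26 after venlafaxine (adjusted p = 0.278), and 0 of the 7 pairs had an adjusted p under 0.05.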

A comparative meta-analysis of drug-induced *Dclk1* expression profiles is difficult to perform due to the use of different experimental designs (organism, time and tissue selection) and methodologies. To our knowledge, this study is the first to show that *Dclk1* expression is regulated at the single-exon level. In general, our results are consistent with previous findings and complement them in many ways. The short, the *Dclk1* transcript Carp (also known as Ania-4) is considered an immediate early gene (IEG). The expression of this variant increases in striatal neurons within minutes of dopamine receptor D1 (D1) stimulation [25]. In the hippocampus, the Carp mRNA was upregulated following kainate-elicited seizures [9], adrenalectomy [26], brain-derived neurotrophic factor-induced long-term potentiation [27] and repeated exposures to glutamate in hippocampal slice cultures [28]. We only identified one study showing the regulation of *Dclk1* expression by psychotropic drugs; this study reported that chronic haloperidol, but not clozapine or olanzapine treatments [29], affect *Dclk1* transcription. However, based on the reported results, we were not able to distinguish between Dcl, Carp and Dclk1-m. Based on our results, the upregulation of Dclk1-m expression is transient, likely lasting only hours, and was not detected after repeated treatment with mianserin.

Interestingly, Dclk1-m potentially encodes a protein that includes the serine- and protein-rich peptide. Using mass spectrometry, we confirmed the presence of small proteins containing the SP-rich domain that were potentially derived from CARP or DCLK1-M. Therefore, the newly identified variant might be translated into a protein. The SP-rich domain shared by the CARP and DLCK1-M peptides is postulated to be responsible for interactions with other proteins. To our knowledge, the endogenous CARP peptide has never been identified in vivo. This domain is predicted to interact with proteins containing the Src homology (SH3) domain [30]. Indeed, CARP interacts with the adapter protein growth factor receptor-bound 2 (Grb2) that contains the SH3 domain in vitro [26]. Grb2 plays a role in the formation of dendritic spines, which is critical for synaptic development [31] and is implicated in regulating actin cytoskeleton dynamics [32] and in Ras-ERK kinase activation [33]. Thus, the observed effects on Dclk1-m expression may correspond to alterations at the protein level. We were not able to unequivocally establish whether Dclk1-m is translated, although we did confirm that protein products translated from Dclk1-m or Carp were indeed present.

Recent results suggest the involvement of DCLK1 in dendrite development, as the depletion of endogenous DCLK1 affects the complexity of dendritic branching and total dendritic length in neurons in vitro [34]. DCLK1 plays a critical role in cargo transport into dendrites; in particular, DCX domains are required for dense-core vesicle (DCV) trafficking that causes dendritic growth through the release of peptide neuromodulators [35]. Notably, DCLK1 kinase activity is not required for its ability to bind and bundle microtubules. One of the C-terminal variants (Cpg16) has also been suggested to be a candidate neural plasticity gene with a potential role in synaptic remodeling. In vitro, CPG16 autophosphorylates and phosphorylates myelin basic protein, but the in vivo target of CPG16 remains unknown. CPG16 may be activated by a PKA-induced pathway. CARP was proposed to both modulate kinase activity [9] and enhance DCL-induced tubulin polymerization [36] in vitro. The proposed roles in synaptic plasticity were based in large part on in silico structural analysis. Taken together, the effects of the drug-induced expression of Dclk1-m on controlling synaptic dynamics might be mediated at multiple molecular levels.

Another interesting observation from our study is the expression levels of specific *Dclk1* isoforms. Generally, isoforms driven by the upstream promoter are expressed at high levels in mice during early stages of life (P0–P5), whereas downstream promoter-derived transcripts are adult-specific [37]. In our study, the most abundant isoform in both the NAc and PFCx is Cpg16, which is consistent with the literature [6]. Carp was reported to be exclusively expressed in adulthood, although some reports show that its expression in the mouse brain is undetectable under basal conditions but dramatically increases upon stimulation [25]. One of the unexpected findings from our study is that the full-length *Dclk1* isoform was detected in PFCx, although it was reported to only be expressed during brain development [6, 36]. Dcl expression has been reported in specific neuronal cell populations and implicated in adult neurogenesis [38, 39]. We concluded that the expression level of *Dclk1* isoforms might exhibit brain region-specific patterns. The number and different proportions of *Dclk1* isoforms make it very difficult to study in vitro. We aim to evaluate the expression of *Dclk1* isoforms in primary cultures of neurons and astrocytes [3]. We observed significant differences in the levels of *Dclk1* isoforms between primary cultures and brain tissues. Notably, the *Cpg16* isoform was expressed at high levels in vivo but was virtually undetectable in cell cultures. The full-length *Dclk1* transcript was expressed at higher levels in cultured neurons than in brain tissues. This finding is not surprising because primary neuronal cultures are derived from mouse embryos. Moreover, stimulation of neurons with kainic acid (activity-regulated gene expression) and astrocytes with dexamethasone (GR-dependent gene expression) did not change the expression of any *Dclk1* isoforms. Thus, studies of the mechanisms regulating the expression of *Dclk1* isoforms in the brain should not be conducted in vitro.

## Conclusions

In conclusion, we identified a previously unknown *Dclk1* transcript, which is expressed in response to treatment with psychotropic drugs. This study enhances our understanding of brain plasticity by revealing that the expression of alternative *Dclk1* transcripts is an important component of the pharmacological treatment of neuropsychiatric disorders. Although further studies will allow researchers to determine the precise role of the newly discovered Dclk1-m variant, our findings reveal a previously unknown molecular mechanism of mianserin action. Moreover, our research also emphasizes the need to carefully analyze the raw data obtained from high-throughput gene expression profiling experiments, as analyses that are restricted to previously annotated transcripts might provide us with false-positive results, as in the case of *Dclk1* transcripts. The data reported here may also serve as a set of drug-specific transcriptional signatures in the PFCx and NAc.

## Additional files

**Additional file 1.** The lists of transcripts and corresponding gene names that are altered by drug treatment after one-way ANOVA in each tissue (FDR < 0.0001).

**Additional file 2.** The charts presenting the distribution of transcripts biotypes among the drug-regulated transcripts in comparison to the entire transcriptome of the mouse nucleus accumbens and prefrontal cortex.

**Additional file 3.** Results from two-way ANOVA for 113 drug-responsive transcripts (FDR for drug factor < 0.001) are included. For each transcript, a fold change over control, p-value and FDR for drug and tissue factors and all the interactions are presented. Table also includes biotypes annotation and classification using the BioMart interface to the Ensembl gene database.

**Additional file 4.** RNA-seq results from two-way ANOVA for all Dclk1 isoforms reported in Ensembl gene database (GRCm38.p5/mm10). For each transcript, a fold change over control, p-value and FDR for drug and tissue factors and all the interactions are presented.

**Additional file 5.** Table summarizing the RNA-seq re-analysis for Dclk1 locus with Dclk1-m variant added. The first sheet presents the results from one-way ANOVA for NAc, the second sheet for PFCx. For each transcript, a fold change over control, p-value and FDR for drug is presented.

**Additional file 6.** Changes in mRNA levels were measured 2 h after administration of risperidone, haloperidol or saline control. qPCR analyses were performed using samples from an independent biological experiment (n = 8). TaqMan probes distinguished the following specific transcriptional variants: qPCR “probe 1” spans the exon junction of exons 4 and 5 of the Dclk1 (ENSMUST00000054237) transcript, qPCR “probe 2” spans exons 6 and 7 in Dcl (ENSMUST00000167204), qPCR “probe 3” spans 5′ part of intron 6 of Dclk1 (ENSMUST00000054237), qPCR “probe 4” spans 3′ part of intron 6 of Dclk1 (ENSMUST00000054237), qPCR “probe 5” spans exons 13 and 14 of Cpg16 (ENSMUST00000198437). The locations of TaqMan probes used for qPCR are labeled in Figure 6. Bars indicate the S.E.M., *P < 0.01, one-way ANOVA of the drug factor.

**Additional file 7.** Changes in mRNA levels were measured (A) 4 h after administration of mianserin or saline control (B) 2 h after 5 days of treatment with mianserin or saline. qPCR analyses were performed using samples from an independent biological experiment (n = 4). The locations of TaqMan probes used for qPCR are labeled in Figure 6. Bars indicate the S.E.M., **P < 0.001, one-way ANOVA of the drug factor.

## Abbreviations

Dclk1: doublecortin-like kinase 1
FDR: false discovery rate
FPKM: fragments per kilobase of transcript per million fragments mapped
MS: mass spectrometry
NAc: nucleus accumbens
NGS: next-generation sequencing
PFCx: prefrontal cortex
PRM: parallel reaction monitoring

## References

[1] Brennand KJ, Simone A, Tran N, Gage FH (2012). Modeling psychiatric disorders at the cellular and network levels. Mol Psychiatry.

[2] Korostynski M, Piechota M, Dzbek J, Mlynarski W, Szklarczyk K, Ziolkowska B, Przewlocki R (2013). Novel drug-regulated transcriptional networks in brain reveal pharmacological properties of psychotropic drugs. BMC Genom.

[3] Piechota M, Golda S, Ficek J, Jantas D, Przewlocki R, Korostynski M (2015). Regulation of alternative gene transcription in the striatum in response to antidepressant drugs. Neuropharmacology.

[4] Gordon-Weeks PR, Fournier AE (2014). Neuronal cytoskeleton in synaptic plasticity and regeneration. J Neurochem.

[5] Shin E, Kashiwagi Y, Kuriu T, Iwasaki H, Tanaka T, Koizumi H, Gleeson JG, Okabe S (2013). Doublecortin-like kinase enhances dendritic remodelling and negatively regulates synapse maturation. Nat Commun.

[6] Burgess HA, Reiner O (2002). Alternative splice variants of doublecortin-like kinase are differentially expressed and have different kinase activities. J Biol Chem.

[7] Havik B, Degenhardt FA, Johansson S, Fernandes CP, Hinney A, Scherag A, Lybaek H, Djurovic S, Christoforou A, Ersland KM (2012). DCLK1 variants are associated across schizophrenia and attention deficit/hyperactivity disorder. PLoS ONE.

[8] Wu JQ, Wang X, Beveridge NJ, Tooney PA, Scott RJ, Carr VJ, Cairns MJ (2012). Transcriptome sequencing revealed significant alteration of cortical promoter usage and splicing in schizophrenia. PLoS ONE.

[9] Vreugdenhil E, Datson N, Engels B, de Jong J, van Koningsbruggen S, Schaaf M, de Kloet ER (1999). Kainate-elicited seizures induce mRNA encoding a CaMK-related peptide: a putative modulator of kinase activity in rat hippocampus. J Neurobiol.

[10] Burgess HA, Martinez S, Reiner O (1999). KIAA0369, doublecortin-like kinase, is expressed during brain development. J Neurosci Res.

[11] Silverman MA, Benard O, Jaaro H, Rattner A, Citri Y, Seger R (1999). CPG16, a novel protein serine/threonine kinase downstream of cAMP-dependent protein kinase. J Biol Chem.

[12] Engels BM, Schouten TG, van Dullemen J, Gosens I, Vreugdenhil E (2004). Functional differences between two DCLK splice variants. Brain Res Mol Brain Res.

[13] Ficek J, Zygmunt M, Piechota M, Hoinkis D, Rodriguez Parkitna J, Przewlocki R, Korostynski M (2016). Molecular profile of dissociative drug ketamine in relation to its rapid antidepressant action. BMC Genom.

[14] van de Waterbeemd H, Camenisch G, Folkers G, Chretien JR, Raevsky OA (1998). Estimation of blood–brain barrier crossing of drugs using molecular size and shape, and H-bonding descriptors. J Drug Target.

[15] Altamura AC, De Novellis F, Mauri MC, Gomeni R (1987). Plasma and brain pharmacokinetics of mianserin after single and multiple dosing in mice. Prog Neuropsychopharmacol Biol Psychiatry.

[16] Zetler G, Baumann GH (1985). Pharmacokinetics and effects of haloperidol in the isolated mouse. Pharmacology.

[17] Higashino K, Ago Y, Umehara M, Kita Y, Fujita K, Takuma K, Matsuda T (2014). Effects of acute and chronic administration of venlafaxine and desipramine on extracellular monoamine levels in the mouse prefrontal cortex and striatum. Eur J Pharmacol.

[18] Riviere GJ, Gentry WB, Owens SM (2000). Disposition of methamphetamine and its metabolite amphetamine in brain and other tissues in rats after intravenous administration. J Pharmacol Exp Ther.

[19] Paxinos G, Franklin KBJ (2001). The mouse brain in stereotaxic coordinates.

[20] Piechota M, Korostynski M, Ficek J, Tomski A, Przewlocki R (2016). Seqinspector: position-based navigation through the ChIP-seq data landscape to identify gene expression regulators. BMC Bioinform.

[21] Gabruk M, Nowakowska Z, Skupien-Rabian B, Kedracka-Krok S, Mysliwa-Kurdziel B, Kruk J (2016). Insight into the oligomeric structure of PORA from *A. thaliana*. Biochem Biophys Acta.

[22] Shiloh R, Zemishlany Z, Aizenberg D, Valevski A, Bodinger L, Munitz H, Weizman A (2002). Mianserin or placebo as adjuncts to typical antipsychotics in resistant schizophrenia. Int Clin Psychopharmacol.

[23] Shi W, Li F, Li S, Wang J, Wang Q, Yan X, Zhang Q, Chai L, Li M (2017). Increased DCLK1 correlates with the malignant status and poor outcome in malignant tumors: a meta-analysis. Oncotarget.

[24] Westphalen CB, Quante M, Wang TC (2017). Functional implication of Dclk1 and Dclk1-expressing cells in cancer. Small GTPases.

[25] Berke JD, Paletzki RF, Aronson GJ, Hyman SE, Gerfen CR (1998). A complex program of striatal gene expression induced by dopaminergic stimulation. J Neurosci Off J Soc Neurosci.

[26] Schenk GJ, Engels B, Zhang YP, Fitzsimons CP, Schouten T, Kruidering M, de Kloet ER, Vreugdenhil E (2007). A potential role for calcium/calmodulin-dependent protein kinase-related peptide in neuronal apoptosis: in vivo and in vitro evidence. Eur J Neurosci.

[27] Wibrand K, Messaoudi E, Havik B, Steenslid V, Lovlie R, Steen VM, Bramham CR (2006). Identification of genes co-upregulated with Arc during BDNF-induced long-term potentiation in adult rat dentate gyrus in vivo. Eur J Neurosci.

[28] Kawaai K, Tominaga-Yoshino K, Urakubo T, Taniguchi N, Kondoh Y, Tashiro H, Ogura A, Tashiro T (2010). Analysis of gene expression changes associated with long-lasting synaptic enhancement in hippocampal slice cultures after repetitive exposures to glutamate. J Neurosci Res.

[29] Duncan CE, Chetcuti AF, Schofield PR (2008). Coregulation of genes in the mouse brain following treatment with clozapine, haloperidol, or olanzapine implicates altered potassium channel subunit expression in the mechanism of antipsychotic drug action. Psychiatr Genet.

[30] Zarrinpar A, Bhattacharyya RP, Lim WA (2003). The structure and function of proline recognition domains. Sci STKE Signal Transduct Knowl Environ.

[31] Moeller ML, Shi Y, Reichardt LF, Ethell IM (2006). EphB receptors regulate dendritic spine morphogenesis through the recruitment/phosphorylation of focal adhesion kinase and RhoA activation. J Biol Chem.

[32] Buday L, Wunderlich L, Tamas P (2002). The Nck family of adapter proteins: regulators of actin cytoskeleton. Cell Signal.

[33] Katz ME, McCormick F (1997). Signal transduction from multiple Ras effectors. Curr Opin Genet Dev.

[34] Lipka J, Kapitein LC, Jaworski J, Hoogenraad CC (2016). Microtubule-binding protein doublecortin-like kinase 1 (DCLK1) guides kinesin-3-mediated cargo transport to dendrites. EMBO J.

[35] Lazo OM, Gonzalez A, Ascano M, Kuruvilla R, Couve A, Bronfman FC (2013). BDNF regulates Rab11-mediated recycling endosome dynamics to induce dendritic branching. J Neurosci Off J Soc Neurosci.

[36] Vreugdenhil E, Kolk SM, Boekhoorn K, Fitzsimons CP, Schaaf M, Schouten T, Sarabdjitsingh A, Sibug R, Lucassen PJ (2007). Doublecortin-like, a microtubule-associated protein expressed in radial glia, is crucial for neuronal precursor division and radial process stability. Eur J Neurosci.

[37] Pal S, Gupta R, Kim H, Wickramasinghe P, Baubet V, Showe LC, Dahmane N, Davuluri RV (2011). Alternative transcription exceeds alternative splicing in generating the transcriptome diversity of cerebellar development. Genome Res.

[38] Saaltink DJ, Havik B, Verissimo CS, Lucassen PJ, Vreugdenhil E (2012). Doublecortin and doublecortin-like are expressed in overlapping and non-overlapping neuronal cell population: implications for neurogenesis. J Comp Neurol.

[39] Kunze A, Achilles A, Keiner S, Witte OW, Redecker C (2015). Two distinct populations of doublecortin-positive cells in the perilesional zone of cortical infarcts. BMC Neurosci.

How the deposited data were processed for this re-analysis (not part of the article)

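RNA from the NAc and PFCx of mice treated with 1 of 6 drugs or saline was sequenced as 64 libraries, 4 per drug and tissue and 8 per tissue for saline. The authors depleted the RNA of ribosomal RNA, aligned the reads with TopHat followed by Tmap, and estimated transcript levels with Cufflinks and the Ensembl annotation of GRCm38. The authors deposited the Cufflinks estimates for the annotated transcripts of each library, as FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with confidence bounds. For each transcript the deposited tables also give the read coverage, the estimated number of reads per base, which is not scaled to depth. Each library has its own table, and the handling of reads that match several places is not stated in the paper's text.

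The tables hold no read counts. The aligned bases behind a library were estimated as the median ratio of coverage to FPKM over transcripts of at least 2000 bases with an FPKM of at least 5, and ranged from 1.55 to 3.29 gigabases with a median of 2.42. FPKM of isoforms of one gene share reads, so errors of one isoform can pass to the others.

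Samples were grouped by tissue and drug from the labels and the paper. Transcripts with a mean FPKM of at least 0.1 over the libraries of the NAc or of the PFCx entered the tests, 86331 in number. Tests used log2(FPKM + 1). The drug effect in each tissue was tested with limma 3.58.1 in R 4.3.3 as a moderated F statistic over the 6 differences between a drug and saline, with Benjamini-Hochberg adjustment and a threshold of 0.0001. The drug effect across both tissues, and the difference of the drug effect between them, came from a model of the 14 groups of drug and tissue, with a threshold of 0.001. This model has no term for the animal, since the labels do not say whether both tissues came from the same mice. For each drug, induced transcripts among the 113 of Additional file 3 were those with an adjusted p under 0.05 over the 113. Single transcripts were compared with a two-sided exact permutation test over all splits of the libraries, with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15. The limma steps were tested on simulated data in which 200 transcripts were changed by 1.5 on the log2 scale. They called 139 of the 200 in the NAc, 134 in the PFCx and 187 across the tissues, and 0 others. The simulated libraries were independent and held no difference between the sample sets. The 0 therefore says nothing about false calls that such a difference can make in the real libraries.

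The transcripts named in the text were chosen by a rule set in advance. They are the 15 Dclk1 transcripts, for each other gene named in the paper's results the transcript of Additional file 3 with the lowest drug p, and in each tissue the 3 transcripts with the lowest adjusted p whose drug libraries all lay outside the range of saline. Transcript types and exons came from the GENCODE vM21 annotation of GRCm38, which covers 99.0% of the transcripts.

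The alternatives were a pseudocount of 0.1, no filter or a mean FPKM of at least 1, an ordinary F test, limma with a mean-variance trend, saline set I or saline set II as the only control, the replicate number as a block, rescaling of each library to the same 75th percentile, only transcripts with complete quantification status, and leaving out each library in turn. A comparison of each drug with the saline set of its own sample set, the same with the replicate number as a block for single transcripts, and an ordinary F test without a filter, were added after seeing the data. The division into sample sets was read from the number of transcripts with an FPKM above 0 in the NAc. Reads, the coverage of single introns, the transcript assembled by the authors (Dclk1-m), the microarray data, the quantitative PCR and the mass spectrometry were not analysed here.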

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

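Tests of the depth ratios, of the split of the saline libraries by depth, of the depth of the drug groups, of the drugs as the reason for missing transcripts, of the share of transcripts that stay with the matched saline set, of the lists of the paper, and of the splits that part every same-numbered pair were chosen only after the result was seen. The choices named in the processing summary, apart from the alternatives added later, were fixed before the data were examined.

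The paper does not separate the saline libraries by set. Saline set I and saline set II differed at an adjusted p under 0.05 (limma) in 990 of 86331 transcripts in the NAc, 512 higher and 478 lower in set I, and in 2208 in the PFCx, 1133 higher and 1075 lower. Of the 35 splits of the 8 saline libraries of a tissue into groups of 4, 1 gave as many transcripts, the real one, in each tissue. Among the 8 splits that part every same-numbered pair, as the real one does, 1 gave as many, which is too few splits for the share to fall under 0.05. With the replicate number as a block the numbers were 115 and 455. The ratio of the median depth of set I to set II was 0.874 in the NAc and 1.06 in the PFCx, and by these ratios alone the pattern cannot be told apart from one of depth. Divided by depth into the 4 lower and the 4 higher libraries, with a ratio of 0.78 in the NAc and 0.762 in the PFCx, the saline libraries gave 0 transcripts in the NAc and 1 in the PFCx, which speaks against depth, although the difference between the sets adds to the spread within that split. With depth as a term of the model, 71.3% of the transcripts stayed in the PFCx, which also speaks against depth, and 21.5% stayed in the NAc, less than the 50% set before this test. The loss in the NAc may come from depth or from the term it adds to a model of 8 libraries. Across 28524 transcripts, the difference between the saline sets went together with the difference between the drug groups of the same sample sets, with r = 0.72 in the NAc and r = 0.77 in the PFCx, computed across transcripts, which are not independent replicates. The depth of these drug groups had a ratio of 0.988 in the NAc, nearer to 1 than that of the saline sets, which speaks against depth as the source there, and of 1.08 in the PFCx, by which the pattern cannot be told apart from one of depth. The correlation is consistent with a difference between the sample sets as a whole, in animals, libraries or processing. Between the tissues the saline difference had r = 0.33, which leaves open whether the animals or the libraries differed. No biological explanation was tested. The paper states that haloperidol and risperidone, both in sample set I, were given in saline with a drop of HCl. Whether saline set I received this vehicle is not stated in the paper's text. Methamphetamine, for which the paper names saline without HCl, also lay in sample set I. Its 4 NAc libraries list between 86574 and 87676 transcripts with an FPKM above 0, against at least 107099 in sample set II. On the first component of the PFCx they scored from 12.1 to 37.2, against at most 7.9 in sample set II. These values argue against the vehicle as the source of the division into sample sets, and a smaller effect of it remains open.

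In the effect of the drugs across the tissues, 2290 transcripts outside the 113 of Additional file 3 passed an adjusted p of 0.001 (limma). In 1 of 100 splits with drug labels permuted within the replicate number, the real one, the whole number of 2403 was reached. When each drug was compared with the saline set of its own sample set, 18.3% of the 2403 transcripts stayed past the threshold, 439 in all. Most of the 2403 may therefore reflect the difference between the sample sets and not a drug. Of 100 splits within the sample sets, 1 gave as many as the 498 transcripts of that comparison, and the highest of the others gave 77. Of the 2290, 333 remain in that comparison and cannot be put down to the sample sets by this test, although a drug and its position within a sample set cannot be told apart.

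For 114 transcripts the effect of the drugs differed between the tissues at an adjusted p under 0.001 (limma). Of 100 splits, 1 gave as many. With the saline set of the same sample set the number was 101, reached by 1 of 100 splits within the sample sets, with 61 as the highest of the others. Among the named transcripts, the adjusted p of the difference was 8.16e-07 for Fosb, 1.04e-07 for Nr4a1, 5.79e-07 for Fosl2, 9.17e-05 for Dusp5, 0.000107 for Junb and 0.000697 for Homer1. With the matched saline sets it was 0.000309 for Fosb, 0.00122 for Nr4a1, 0.00381 for Fosl2, 0.000222 for Dusp5, 0.0626 for Junb and 0.000216 for Homer1, so that Fosb, Dusp5 and Homer1 stay under 0.001 and Nr4a1, Fosl2 and Junb do not. In the NAc, 16 of the 32 libraries list fewer transcripts above 0 than the rest, and an effect of this on the tissue difference was not tested.

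For Dcl, the change after mianserin in the NAc minus that in the PFCx was -0.84 (limma, adjusted p = 0.000431 over 7 pairs of isoform and drug), and after venlafaxine -0.53 (adjusted p = 0.0317). After venlafaxine, all 4 libraries were under the saline mean in the NAc, and all 4 were also under it in the PFCx, so the difference is one of size. Against saline set II, the fall after venlafaxine passed in the PFCx (-0.24, exact permutation test, p = 0.0286). In the NAc it did not (-0.49, exact permutation test, p = 0.0571). After mianserin, all 4 libraries were above the saline mean in the PFCx, and 3 of 4 were under it in the NAc, with the other at an FPKM of 6.54 against a saline mean of 5.70. With the saline set of the same sample set the differences were -0.58 (adjusted p = 0.0695) and -0.26 (adjusted p = 0.278). Saline set I had less Dcl than saline set II in the PFCx and more in the NAc, which is a candidate explanation for the part of the tissue difference that is lost.

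In 103 groups of 4 or 8 libraries of the named transcripts, 3 held a library far from the others, and 5% of the groups would be 5.2. Nfkbia was at an FPKM of 3.27 in replicate 4 of saline set I in the NAc, against 1.93 to 2.42 in the other 7 saline libraries. It was at 4.00 in replicate 2 of mianserin in the PFCx, against 5.39 to 5.60. Homer1 was at 10.1 in replicate 3 of methamphetamine in the NAc, against 11.4 to 11.6. No cause was tested for these libraries.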

How the results depend on the processing

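The 9 Dclk1 comparisons that the paper names kept their direction in all 171 alternative fits. In the 108 fits that each left out 1 library they also kept an exact permutation p under 0.05. With saline set II as the only control, Carp after mianserin in the PFCx (a difference of 0.71, exact permutation p = 0.0857) and Dcl after venlafaxine in the NAc (-0.49, exact permutation p = 0.0571) did not pass without pairing. In pairs with the saline set of the same sample set, the replicate number as a block, an alternative chosen after seeing the data, all 4 pairs had the same sign in both, where the smallest exact sign-flip permutation p is 0.125. By a paired t test beside this exact p, Carp after mianserin in the PFCx passed (0.71, p = 0.0272), and Dcl after venlafaxine (-0.49, p = 0.0826) and RI after risperidone in the NAc (0.46, p = 0.0578) did not. RI after risperidone in the PFCx, which did not pass with all saline, passed in this way (0.27, p = 0.0363, exact sign-flip permutation p = 0.125). The difference between the tissues for Dcl after venlafaxine fell to -0.26 (adjusted p = 0.325, limma) and after mianserin to -0.58 (adjusted p = 0.0649) with saline set II, and was also -0.26 and -0.58 with the saline set of the same sample set, an alternative chosen after seeing the data. With a pseudocount of 0.1 the difference between the tissues for Carp changed sign, to -0.0046 after risperidone and -0.03 after venlafaxine, neither past the threshold under any setting.

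The saline libraries changed the lists of regulated transcripts most, and the pseudocount changed most the number that differed between the tissues. With saline set I as the only control, 1154 transcripts were regulated in the NAc, 337 in the PFCx and 202 in both, 3852 across the tissues, and 515 differed between the tissues. With saline set II these numbers were 954, 597, 233, 5073 and 548. With the saline set of the same sample set, 498 were regulated across the tissues. With a pseudocount of 0.1 the numbers were 53 in the NAc, 10 in the PFCx and 3 in both, and 596 differed between the tissues. The ordinary F test gave 231 transcripts that differed between the tissues and, without a filter, which was added after seeing the data, 242. Venlafaxine induced 3 of the 113 transcripts in the NAc and 2 in the PFCx with a pseudocount of 0.1. In the NAc it induced 18 against saline set I, 0 against saline set II, 1 with the saline set of the same sample set and 11 with rescaled libraries. Beside the 0, the lowered transcripts were also 0. Ketamine induced 16 in the PFCx with a pseudocount of 0.1. With the replicate number as a block, 76 transcripts were regulated in the NAc, 27 in the PFCx and 10 in both, 2476 across the tissues, and 104 differed between the tissues. The cause of these changes was not tested.

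The difference between saline set I and saline set II was 5567 transcripts in the NAc and 1138 in the PFCx with a pseudocount of 0.1, and 115 and 455 with the replicate number as a block. A mean FPKM of at least 1 left 28524 detected transcripts of 14590 genes.

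The share of protein-coding transcripts in the NAc passed Fisher's exact test with the ordinary F test (54.1%, p = 0.0422) and in the lists of Additional file 1 (56.9%, p = 0.00873). Among transcripts with a mean FPKM of at least 1 it showed no difference from the other transcripts by Fisher's exact test (51.3% against 56.0%, p = 0.284). With the saline set of the same sample set it lay under that of the others (20.0%, Fisher's exact test, p = 1.33e-07). Permuted splits of that comparison called up to 61 transcripts in the NAc, so this share may rest in part on false calls. In the PFCx it did not pass Fisher's exact test among transcripts with a mean FPKM of at least 1 (67.7%, p = 0.209) or with the saline set of the same sample set (64%, p = 0.0676), and it lay under that of the other transcripts in the lists of Additional file 1 (34.9%, p = 0.0012).

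Across the fits that each left out 1 library, the transcripts regulated in the NAc ranged from 69 to 132, in the PFCx from 21 to 33, in both from 10 to 17, across the tissues from 2060 to 2558 and differing between the tissues from 89 to 131. From 2 to 3 Dclk1 transcripts passed the transcriptome-wide threshold. Venlafaxine induced from 3 to 10 of the 113 transcripts in the NAc and from 1 to 5 in the PFCx, and ketamine from 14 to 29 in the PFCx. The saline sets differed in 335 to 666 transcripts in the NAc and in 787 to 1927 in the PFCx.

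Among the other named transcripts and Dclk1 comparisons, 26 of 660 fits that left out 1 library became weaker and 5 stronger. Of 409 fits under the other alternatives, 15 became weaker and 4 stronger, and 0 reversed.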

Differences from the paper's values

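For the transcripts regulated only in the PFCx the paper gives 246, and the value here was 14. Of the alternatives set before the data were examined, saline set II as the only control came within 1.5 times, with 364 transcripts, and none of the others did. For the transcripts regulated in both tissues the paper gives 26 and the value here was 15. With a mean FPKM of at least 1 it was 18, within 1.5 times of the paper's value, and none of the other alternatives closed the gap. For the drug effect across the tissues the paper gives 113 transcripts and the value here was 2403. None of the alternatives set before the data were examined closed the gap, and neither did the saline set of the same sample set, which was chosen after seeing the values and gave 498. Without a filter and with an ordinary F test, as chosen after seeing the values, 2385 transcripts passed. The drug FDR in Additional file 3 reaches 9.41e-08 at most, and 176 transcripts of the tables have an analysis of variance p as low as the highest of the 113.

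For the protein-coding share of the transcripts regulated in the NAc the paper gives 78% and the value here was 51.9%. The ordinary F test, with 54.1%, came within 1.5 times, and a mean FPKM of at least 1, with 51.3%, did not. The paper's own list in Additional file 1 gave 56.9% with the transcript types used here, so the 78% was not recovered from it either. For the PFCx the paper gives 65%. The value here was 69.0%, and 34.9% in the paper's own list. For the Dclk1 transcripts past the transcriptome-wide threshold the paper gives 1 and the value here was 2, RI and Carp. None of the alternatives set before closed this gap. At the highest drug FDR of Additional file 3, 9.41e-08, a threshold that the paper's text does not state and that was seen only after the data, RI (3.52e-11) would pass and Carp (1.43e-05) would not. For Dcl after venlafaxine in the NAc the paper's text gives a P of 0.078 and the exact permutation p here was 0.00404. With saline set II as the only control it was 0.0571, within 1.5 times of the paper's value, and none of the other alternatives set before closed the gap. In pairs with the saline set of the same sample set, chosen after seeing the data, it was 0.0826 by a paired t test (exact sign-flip permutation p = 0.125). Additional file 4 gives 0.00784 for the same comparison, nearer to the 0.00404 here. The 0.078 of the text may thus be a misprint, and settings whose p comes near 0.078 do not then explain it.

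The paper lists Bhlhe40 and Fkbp5 as regulated in the PFC at its threshold, and their adjusted p in the PFCx here was 0.000393 each. It lists Homer1, Sgk1 and Fosb as regulated in both tissues, and their adjusted p in the PFCx here was 0.000212, 0.00554 and 0.000259. Of the 116 transcripts that Additional file 1 lists for the NAc, 74 passed here, and of the 272 listed for the PFCx, 26 passed. With the ordinary F test without a filter, chosen after seeing the values, 116 of the NAc list and 21 of the PFCx list passed, and with saline set II as the only control 84 of the PFCx list passed.

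The paper states that most noncoding regulated transcripts retain an intron, and the numbers here were 15 of 50 in the NAc and 4 of 9 in the PFCx. The paper places Nfkbia in the pattern of Sgk1 and Celf2 in that of Dclk1. In the clusters here Nfkbia fell with Fosb, and RI with Sgk1 and not with Celf2. With z-scores over all 64 libraries and with a pseudocount of 0.1, Nfkbia fell with Sgk1 and RI with Celf2, as in the paper. The paper counts 3 Dclk1 transcripts as not detected, and their mean FPKM in the PFCx here was 1.03, 4.92 and 1.01. It assigns most reads of the locus to Carp, Dcl and Cpg16 (ENSMUST00000198437), and their estimated share here was 49.8% in the NAc and 39.3% in the PFCx, with 1.29% for Carp in the PFCx. It states that the level of Cpg16 was not significantly altered. Over both Cpg16 transcripts, 6 of 24 comparisons here had an exact permutation p under 0.05 before adjustment and 0 after it, as for all 180 Dclk1 comparisons. The adjusted values are limited by the smallest exact p, so this 0 alone does not show that Cpg16 was unchanged. The adjusted p of the drug effect in the NAc over 86331 transcripts (limma) was 0.0372 for ENSMUST00000070418, under 0.05, and 0.17 for ENSMUST00000198437. With each drug compared with the saline set of its own sample set, it was 0.397 and 0.576 (limma), so the first call was lost. For full-length Dclk1 the paper observed no significant changes in the PFCx, and with all saline the lowest exact permutation p here was 0.156. With the saline set of the same sample set, chosen after seeing the data, it was lower after methamphetamine (log2 ratio -0.78, exact permutation p = 0.0286, before adjustment). After risperidone it passed only in same-numbered pairs by a paired t test (-0.36, p = 0.0151, exact sign-flip permutation p = 0.125). Without pairing, the exact permutation p for risperidone was 0.0571. The paper places full-length Dclk1 in the NAc under the level of detection, and here 8 of 32 libraries had an FPKM above 1, with a median of 0.00106. In every NAc group of sample set I the highest library was replicate 4. It was at 4.25 after haloperidol, 4.32 after methamphetamine, 7.49 after risperidone and 7.93 after saline.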

Other observations

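The tests of depth, of the drugs as the reason for missing transcripts, of the lists of the paper and of the bases that Carp and RI share were chosen only after the result was seen. The tests of shared sequence, of the Dclk1 locus and of a trade-off between Carp and RI were written down before their result.

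In the NAc, 16 of the 32 libraries list fewer transcripts with an FPKM above 0 than the rest. The median was 86300 transcripts in saline set I and 109471 in saline set II. In the 16 libraries of sample set I, 4416 transcripts were at 0 in every library and above 0 in all 16 of sample set II, and 0 transcripts showed the opposite. The ratio of the median depth of sample set I to sample set II was 0.972, and the depths overlapped, from 2.03 to 3.05 gigabases in set I and from 2.00 to 3.29 in set II, while the numbers of transcripts did not, which speaks against a lower depth as the reason. The drugs do not account for it either, since saline set I, at 86300, had as few as the drug libraries of its set. Of 1000 of these transcripts, 26.0% shared at least 50% of their 50-base sequences with another gene, against 14.2% of 1000 transcripts of the same length that were above 0 in all 32 libraries. Reads that match several genes, handled differently between the sample sets by the authors' quantification, remain a possible explanation that this test neither shows nor excludes. The transcripts at 0 were more often lincRNA (14.1% against 1.8%) and unprocessed pseudogenes (10.8% against 0.2%). No biological explanation was tested.

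The transcripts that the paper lists for the PFCx follow the difference between the saline sets. Of the 246 listed only for the PFCx, 236 were detected, and 83.9% of these had an unadjusted p under 0.05 between the saline sets (limma), against 15.1% of all detected transcripts. A difference between the sample sets is a candidate explanation for this list.

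The 113 transcripts of Additional file 3 are part of 176 transcripts of the tables with as low an analysis of variance p. The FDR computed over all transcripts above 0 differed from that in Additional file 3 by at most 0.0474%. Of the 63 transcripts that the list leaves out, 90.5% had an unadjusted p under 0.05 between the saline sets in the NAc and 93.7% in the PFCx (limma). For the 113 these shares were 23.9% and 16.8%. The transcripts left out may thus reflect the sample sets more than a drug. The paper's text does not say how the 113 were chosen among them.

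In each tissue, 1 of 100 splits with drug labels permuted within the replicate number gave as many regulated transcripts as the real one, 104 in the NAc and 29 in the PFCx. The same held for the 15 transcripts in both tissues and the 2 Dclk1 transcripts. Within the sample sets, 1 of 100 splits gave as many as the 110 transcripts in the NAc, the 25 in the PFCx and the 12 in both. The highest of the other splits within the sample sets gave 61 in the NAc, 1 in the PFCx and 0 in both. For the induced transcripts among the 113, 1 of 100 splits gave as many for haloperidol, risperidone, mianserin, methamphetamine and ketamine in each tissue, and 3 of 100 for venlafaxine in each tissue. Since the 113 transcripts were chosen by the paper from the same libraries, these splits say little about other transcripts.

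Full-length Dclk1 in the PFCx was at an FPKM of 12.1 ± 1.8 (SD, n = 4) in saline set I and 4.67 ± 3.14 (SD, n = 4) in saline set II, and at 8.82 ± 2.43 (SD, n = 12) and 5.91 ± 2.99 (SD, n = 12) in the drug libraries of the respective sample sets. Its share of the estimated Dclk1 fragments was 20.2% in saline set I and 7.82% in saline set II. The whole Dclk1 locus did not fall with it, since the ratio of the summed product of FPKM and length between set II and set I was 0.979. Cpg16 (ENSMUST00000070418) shares 94.3% of its bases with full-length Dclk1. Of the 8 PFCx saline libraries, the one with the most full-length Dclk1 (14.5, set I) had the least of this Cpg16 transcript (12.0). The one with the least full-length Dclk1 (1.86, set II) had the most of it (23.4). These values go with a shift between the 2 isoforms. Whether it lies in the RNA or in the way Cufflinks divided the reads was not tested.

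Carp and RI both rose after mianserin. The test looked only for a trade-off, in which libraries with more RI have less Carp within their group. Over the 32 NAc libraries, the deviations from the group means had r = 0.12 (permutation p = 0.497) and rho = 0.06 (permutation p = 0.761), and r = 0.04 without the 2 libraries farthest from the median. Over the 32 PFCx libraries, r was 0.23 (permutation p = 0.193) and rho 0.21 (permutation p = 0.236), and r was 0.26 without the 2 farthest. Within the sample sets, r was 0.19 and -0.09 in the NAc and -0.01 and 0.61 in the PFCx. No trade-off between Carp and RI was seen. Carp and RI share 95 bases of exon sequence, 6.78% of RI and 1.83% of Carp, which speaks against reads of shared exons as the source of the common rise. Reads of transcripts that the annotation lacks were not tested. Carp shares 4839 bases with Dcl, 93.1% of Carp and 80.3% of Dcl. A trade-off between Carp and Dcl was not tested, although in the NAc the venlafaxine library with the most Carp had the least Dcl. After risperidone the library with the most Carp also had the most Dcl. The rise of Carp and the fall of Dcl in the NAc are therefore not shown to be separate.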
